# Endothelin-1–Endothelin receptor B complex contributes to oligodendrocyte differentiation and myelin deficits during preterm white matter injury

**DOI:** 10.3389/fcell.2023.1163400

**Published:** 2023-03-17

**Authors:** Mengjie Du, Na Wang, Xiaolong Xin, Chun-Lan Yan, Yan Gu, Liang Wang, Ying Shen

**Keywords:** white matter injury, neuron-glia interaction, oligodendrocyte precursor cell, single-cell RNA sequencing, myelination

## Abstract

Preterm cerebral white matter injury (WMI), a major form of prenatal brain injury, may potentially be treated by oligodendrocyte (OL) precursor cell (OPC) transplantation. However, the defective differentiation of OPCs during WMI seriously hampers the clinical application of OPC transplantation. Thus, improving the ability of transplanted OPCs to differentiate is critical to OPC transplantation therapy for WMI. We established a hypoxia–ischemia-induced preterm WMI model in mice and screened the molecules affected by WMI using single-cell RNA sequencing. We revealed that endothelin (ET)-1 and endothelin receptor B (ETB) are a pair of signaling molecules responsible for the interaction between neurons and OPCs and that preterm WMI led to an increase in the number of ETB-positive OPCs and premyelinating OLs. Furthermore, the maturation of OLs was reduced by knocking out ETB but promoted by stimulating ET-1/ETB signaling. Our research reveals a new signaling module for neuron–OPC interaction and provides new insight for therapy targeting preterm WMI.

## Introduction

Cerebral white matter injury (WMI) is a major form of brain injury that occurs in preterm infants, resulting in adolescent neurological disability, such as spastic motor deficits (cerebral palsy) and cognitive impairment (Volpe, 2009). Based on the pathological characteristics, preterm WMI is classified into diffuse WMI, brain-penetrating cyst, periventricular leukomalacia (PVL), or focal WMI (Buser et al., 2012; van Tilborg et al., 2016). Although the pathogenesis of WMI is unclear, it can be caused by ischemia and hypoxia, infection/inflammation, or excitotoxicity, which reduces white matter volume and white matter bundle and subsequently leads to myelination deficiency and axon encapsulation in the central nervous system (CNS) (Volpe, 2001; Blumenthal, 2004; Alexandrou et al., 2014). Thus, stimulating myelin formation is an effective strategy for the clinical treatment of infants suffering from preterm WMI.

The main cell type affected in preterm WMI is the oligodendrocyte precursor cell (OPC). The loss or arrested differentiation of OPCs is the main cause of hypomyelination and the reduced volume of white matter following preterm WMI (Motavaf and Piao, 2021). Thus, restoring the normal development of OPCs is crucial for the treatment of preterm WMI. In line with this speculation, OPC transplantation in animals has been shown to effectively increase recovery from preterm WMI and spinal cord injury (Porambo et al., 2015). Nevertheless, the differentiation of transplanted OPCs is severely inhibited by the adverse microenvironment caused by brain injury, albeit they can migrate to the lesions (Tepavcevic and Lubetzki, 2022). Given that improving the capacity of transplanted OPCs to differentiate is a key step for the treatment of preterm WMI, uncovering the molecular mechanisms controlling OPC differentiation during preterm WMI is essential to OPC transplantation therapy.

Multiple intrinsic and extrinsic molecules are known to play roles in the differentiation of OPCs. On one hand, a variety of OPC-derived regulatory factors promote their differentiation. For example, transcriptional regulators, such as *Olig1*, *Olig2*, *MRF*, *Sox10*, and *Nkx2.2*, promote the development of OPCs, whereas other transcriptional factors, such as *Sox2* and *Sox6*, inhibit their differentiation (Emery, 2010; Adams et al., 2021; Clayton and Tesar, 2021). On the other hand, neuron-secreted molecules such as Jagged, PAS-NCAM, and Lingo-1 also regulate the differentiation of OPCs by binding to their corresponding receptors on OPCs (Wang et al., 1998). However, the expression profile of neuron-derived regulatory factors and their effects on OPC differentiation during WMI are still elusive.

In the present work, we established a hypoxia–ischemia-induced preterm WMI model in mice and screened OPCs using single-cell RNA sequencing (scRNA-seq) to identify neuron-derived molecules affected by preterm WMI. We found that endothelin (ET)-1 and endothelin receptor B (ETB) were mainly expressed in neurons and OPCs, respectively; the number of ETB^+^ OPCs was significantly increased after preterm WMI; and the maturation of oligodendrocytes (OLs) was inhibited by the ablation of ETB, but promoted by stimulating ET-1.

## Materials and methods

### Mice

All animal experiments were approved and performed according to the guidelines of the Institutional Animal Care and Use Committee of Zhejiang University. Mice were housed in a temperature- and humidity-controlled facility under a 12:12-h light–dark cycle. *Ednrb* ^+/−^ (#003295; RRID:IMSR_JAX:003,295) mice were purchased from the Jackson Laboratory (Bar Harbor, ME).

### Antibodies and reagents

Antibodies against the following were used: Olig2 (#ab9610; RRID:AB_570666), SOX10 (#AB5727; RRID: AB_2195375), MBP (#SMI99; RRID: AB_2314772), NeuN (#MAB377; RRID: AB_2298772), PH3 (#05-806; RRID: AB_310016), and GAPDH (#MAB374, RRID: AB_2107445) from Millipore (Billerica, MA); GFAP (#Z0334; RRID: AB_10013382) from Dako (Copenhagen, Denmark); Iba1 (#019-19741; RRID: AB_839504) from Wako (Tokyo, Japan); caspase-3 (#9661; RRID: AB_2341188) from Cell signaling (Boston, MA); and A2B5 (#MAB312; RRID: AB_94709), O4 (#MAB345; RRID: AB_11213138), and O1 (#MAB344; RRID: AB_94860) from Sigma-Aldrich (St. Louis, MO). Alexa-405, Alexa-488, Alexa-555, and Alexa-637 secondary antibodies were obtained from Life Technologies. Dulbecco’s modified Eagle’s medium, 4′,6-diamidino-2-phenylindole, Neurobasal, and B27 supplements were obtained from Invitrogen (Carlsbad, CA). Triiodothyronine (#T6397) and other chemicals were obtained from Sigma-Aldrich unless stated otherwise.

### Neonatal mouse WMI model

P3 mice were placed in a refrigerator at −20°C for 7–10 min, and immediately the right common carotid artery was carefully ligated. The wound was closed with an 8–0 suture. The time of operation was controlled to within 5 min. After surgery, the pups were allowed to recover under a heat lamp for 10 min, returned to their mother, and again allowed to recover for 1 h. Next, the pups were exposed to 6% oxygen (94% nitrogen saturation) at 37°C for 90 min in a humidified chamber and returned to their cages with external monitoring.

### scRNA-seq

Control and WMI brains were dissected in Leibovitz’s L-15 medium (Life Technologies), and the tissue was incubated in 0.05% trypsin–EDTA (Life Technologies) for 15 min in a thermomixer comfort (Eppendorf) at 700 rpm. Following enzymatic digestion, the tissue was triturated using two pipettes of different sizes for homogenization. The cell suspension was filtered through a 70-μm cell strainer (BD Biosciences) to remove clusters and then subjected to scRNAseq analysis (Lianchuan Biotech, Hangzhou). The cells from either control or WMI brain (four replicates for each) were integrated using Seurat’s IntegrateData function. Feature selection was applied with Seurat using default parameters. A feature of individual cells (gene expression, PC score, or the number of genes detected) was colored for UMAP dimensional reduction plots, given Seurat R-object (Robj) after the clustering step. RNA-seq data have been uploaded to the repository with the URL: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE225580.

### Immunohistochemistry and immunocytochemistry

Mouse brains were perfused with phosphate-buttered saline (PBS) followed by 4% paraformaldehyde (PFA) and fixed in PFA at 4°C overnight. After immersion in 30% sucrose in PBS, the brains were embedded in OCT and cut coronally into 60-μm sections on a cryostat (Leica CM 1860). The sections were incubated with primary antibodies overnight at room temperature (RT), washed with PBS, and incubated with secondary antibodies for 1 h at RT. Cultured cells were fixed in 4% paraformaldehyde and 4% sucrose for 15 min at RT, washed with PBS, permeabilized in 0.2% Triton X-100 for 10 min, blocked in 10% bovine serum albumin for 1 h, and labeled with primary antibodies overnight at 4°C. Nuclei were counterstained with 4′6-diamidino-2-phenylindole (Vector Laboratories). The dilution ratios were 1:100 (Olig2), 1:250 (MBP), 1:500 (GFAP), and 1:1,000 (SOX10, NeuN, Iba1, caspase-3, PH3, Alexa-405, Alexa-488, Alexa-555, and Alexa-637).

### RNAscope

Brains were cut into 20-μm sections on a cryostat (Leica). Fluorescence *in situ* hybridization was applied using an advanced cell diagnostics RNAScope Multiplex Fluorescent Kit (ACD: #320850; Newark, CA). The *Ednrb* probe (#473801; targeting 473–1,481 bp of NM_007904.4) and the *Edn1* probe (#435221; targeting 902–2053 bp of NM_010104.3) were manufactured by Advanced Cell Diagnostics. After hybridization, the sections were processed for immunostaining.

### Microscopy and imaging

A FLUOVIEW FV3000 confocal microscope (Olympus, Tokyo, Japan) was used to capture fluorescent images, which were further processed using Photoshop CS 8.0 (Adobe, San Jose, CA; RRID:SCR_014199). The parameters used in microscopy were consistent in all experiments. ImageJ 1.42q (NIH, Bethesda, MD; RRID:SCR_003070) was used to count cells and analyze fluorescence intensity, as in previous research (Ma et al., 2019). The images of at least nine representative fields were acquired from each section. To count the number of cells in one experiment, two sections from one mouse and at least four mice from each group were collected.

### OPC culture and OGD

OPCs from newborn (P0) Sprague–Dawley rats were cultured based on previous research (Zhou et al., 2014; Xie et al., 2018). OPCs were collected from mixed cortical glial cultures by shaking for 1 h at 200 rpm, incubated in fresh DMEM for 4 h, and shaken at 250 rpm at 37 °C for 16 h. Collected OPCs were replated onto poly-D-Lysine-coated plates and grown in Neurobasal supplemented with 2% B27. The purity of OPC culture was usually >90%. After harvesting, OPCs were exposed to PDGF-AA (10 ng/mL) for 3 days to keep them undifferentiated or to T3 (40 ng/mL) for 3 days to stimulate differentiation. IgG-Fc (100 ng/mL in PBS; #1460-CD-050; R&D Systems) or ET-1 (100 ng/mL in PBS; #1160; R&D Systems) was applied 10 min before OGD. Cell death was quantitatively assessed by using a trypan blue exclusion method.

### Western blotting

Proteins were rinsed with PBS and diluted in 1% SDS containing a protease inhibitor cocktail. Protein concentration was determined by the BCA assay. Equal quantities of protein were loaded onto sodium dodecyl sulfate–polyacrylamide gel, transferred to PVDF membranes (Immobilon-P, Millipore), immunoblotted with antibodies, and visualized by enhanced chemiluminescence (Pierce Biotechnology, Rockford, IL). The primary antibody dilution ratios were 1:10,000 for MBP and 1:20,000 for GAPDH. Film signals were digitally scanned and quantified using ImageJ.

### Statistics

Data statistics and illustrations were generated using SPSS 16.0 (SPSS), GraphPad Prism 7.0 (GraphPad Software), and CorelDRAW 12.0 (Corel Corp.). Statistically significant differences were determined using unpaired two-sided Student’s t-test for two-group comparison or one-way ANOVA followed by the LSD *post hoc* test for multiple comparisons. The accepted level of significance was *p* < 0.05. “*n*” represents the number of animals or cultures. All data in the text and figures are presented as the mean ± SEM.

## Results

### Preterm WMI injury does not affect the survival or proliferation of OPCs

First, we established a WMI model, which was modified from a previous study (Wang et al., 2020), using carotid artery stenting (CAS) surgery on one hemisphere of the brain in postnatal day 3 (P3) mice (Figure 1A). In line with Wang et al. (2020), the body weight of WMI mice was significantly lesser than that of the control mice four days after the operation (Figure 1B). To evaluate the pathological characteristics of WMI, we applied immunostaining for MBP (myelin basic protein), a myelin marker protein, to the mice 7 days after CAS surgery. We found that white matter tracts decreased and the corpus callosum became thinner on the surgical (WMI) side of the brain, indicating that the WMI induced myelin dysplasia (Figure 1C). In contrast, no myelin defect was found on the unaffected (control) side (Figure 1C). Therefore, P10 mice (7 days after surgery) were chosen to investigate the effects of WMI.

**FIGURE 1:**
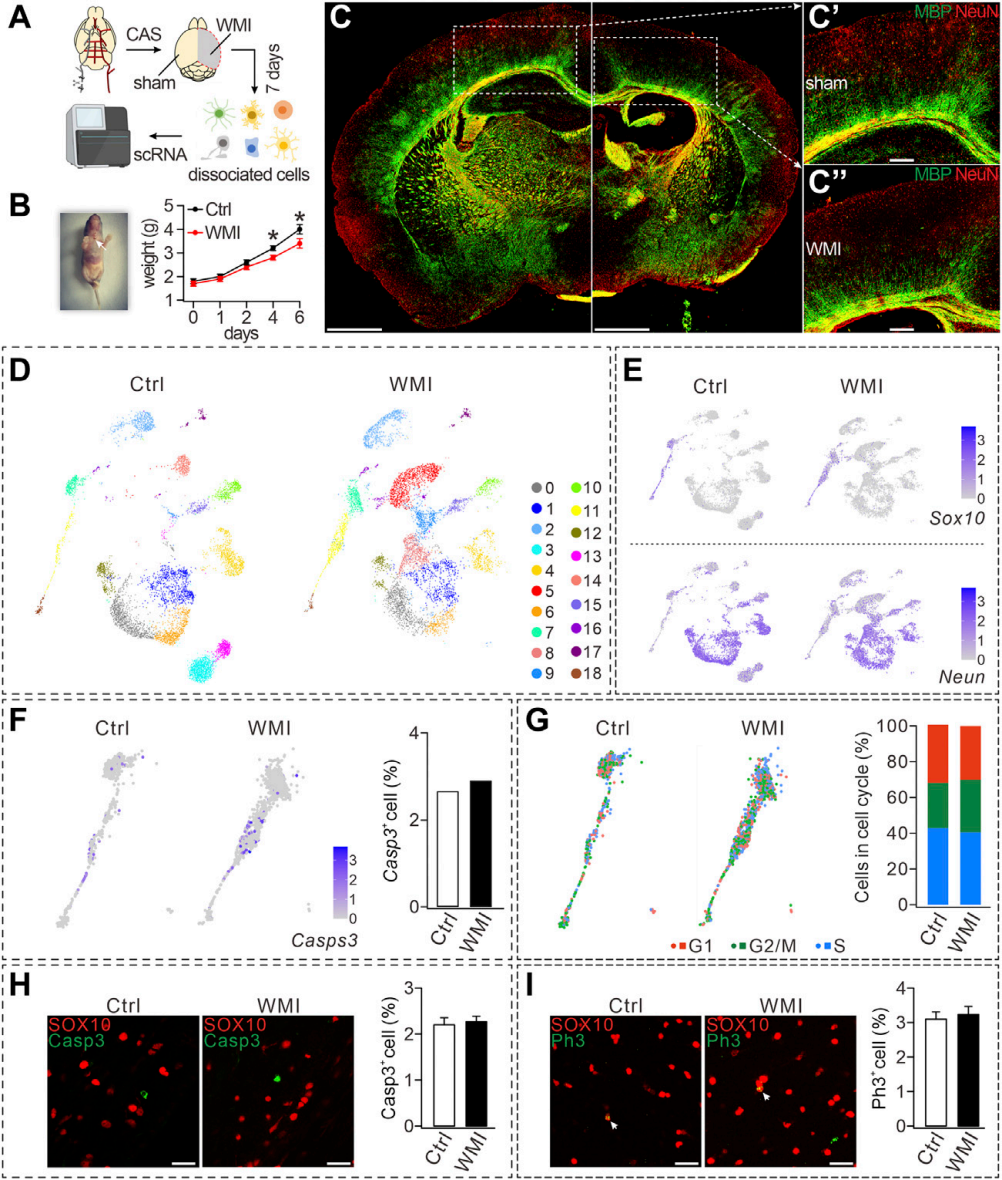
CAS-induced WMI and scRNA-Seq analysis. **(A)** Schematic diagram of scRNA-Seq of sham and WMI cortex. P3 mice were euthanized on day 7 after unilateral CAS. Sham and WMI hemispheres were dissected and dissociated into a single-cell suspension. Single cells and barcoded beads were captured into droplets for RNA-Seq. **(B)** Left: image of a mouse after the surgery and wound ligation (arrowhead); Right: body weight after CAS surgery in control (Ctrl) and WMI mice. Day 4: 3.2 ± 0.1 g (Ctrl; *n* = 9) and 2.8 ± 0.1 g (WMI; *n* = 9), *p* = 0.030. Day 6: 4.0 ± 0.2 g (Ctrl; *n* = 9) and 3.4 ± 0.2 g (WMI; *n* = 9), *p* = 0.044. **(C)** Coronal view of a mouse brain (P10) subjected to unilateral CAS with MBP and NeuN staining. The averages of MBP fluorescent intensity were 3,311 ± 507 (Ctrl; *n* = 4) and 1,167 ± 142 (WMI; *n* = 4), *p* = 0.015. **(C’)** and **(C”)** are magnifications of the boxed regions in **(C)**. Scale bars: 1 mm (whole brain); 250 μm (magnifications). **(D)** UMAP graph showing unsupervised clustering of cells (P10 cerebral cortex). Distinct cell types are highlighted by different colors. **(E)** Gene expression profiles of *Sox10* and *Neun* visualized *via* UMAP. The mRNA level is shown on a linear scale. Percentages of *Sox10* ^*+*^ cells: 8.8% (control; *n* = 4) and 10.0% (WMI; *n* = 4). Percentages of *Neun* ^*+*^ cells: 74.5% (control; *n* = 4) and 70.5% (WMI; *n* = 4). **(F)** Gene expression of caspase-3 (*Casps-3*) in an OL cluster. Percentages of caspase-3^*+*^ cells: 2.7% (control; *n* = 4) and 2.9% (WMI; *n* = 4). **(G)** *Sox10*-marked OLs partitioned into three clusters expressing the G1/S program, G2/M program, or non-cycling. In control: 43.0% (G1), 25.1% (G2/M), and 31.9% (S). In WMI: 40.5% (G1), 29.4% (G2/M), and 30.1% (S). **(H)** Expression of SOX10 and caspase-3 in P10 cerebral cortex: 2.2% ± 0.3% (control; *n* = 4) and 2.3% ± 0.8% (WMI; *n* = 4), *p* = 0.42. Scale bars: 50 μm. **(I)** Expression of SOX10 and PH3 in P10 cerebral cortex: 3.1% ± 0.3% (control; *n* = 4) and 3.2% ± 0.8% (WMI; *n* = 4), *p* = 0.67. Scale bars: 50 μm *p < 0.05.

To evaluate cell-type-specific transcription, scRNA-seq was applied to cells dissociated from the cortex on both the control and WMI sides (*n* = 4), and then a total of 14,082 single cells (7,307 from the control and 6,775 from the WMI hemisphere) were sequenced. 

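In scRNA-seq with barcoded droplets, each captured cell receives a barcode and each RNA molecule a unique molecular identifier (UMI), so that copies made during amplification are counted once. The data analysed here were 2 libraries of mouse cerebral cortex, 1 control and 1 WMI, and the authors deposited their UMI counts without normalization. The paper gives surgery at P3, sampling at P10 and 90 min of hypoxia in 6% oxygen, whereas the sample labels give surgery at P7, sampling at P14 and 60 min. The labels also describe nuclei, whereas the paper describes trypsin-dissociated cells. The labels and the paper's methods describe a control group or control brains, and the paper's results the control and WMI sides. The control library held 66470806 UMIs in 10288 barcodes (median 4180.5 per barcode), and the WMI library held 60568639 UMIs in 8354 barcodes (median 5089). Barcodes with under 1000 UMIs, under 500 genes or over 10% mitochondrial UMIs were left out, 748 in the control library and 241 in the WMI library. Predicted doublets, which are barcodes shared by several cells, were then removed (785 and 542). This left 8755 control cells with a median of 4388 UMIs and 7571 WMI cells with a median of 5031 UMIs. The libraries were integrated and clustered with Seurat, the tool that the paper's methods name. A cell was counted as positive for a gene when it held at least 1 UMI of it after thinning at random to 1000 UMIs, which left out 0 cells in either library. Since each condition had 1 library, the variation between mice could not be estimated, no test was run, and no difference has a replicate check. The 95% intervals are exact intervals, unless stated otherwise, and cover counting error only. Intervals of expression levels and their ratios count UMIs and also leave out the variation between cells.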

The harvested cells showed significant cellular heterogeneity: 19 clusters in both the WMI and control groups with unsupervised Seurat clustering by uniform manifold approximation and projection (UMAP) (Figure 1D). 

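Clustering at a resolution of 0.8 gave 33 clusters of 31 to 2463 cells from the 16326 kept cells. The number of clusters moved most with the resolution, to 26 at 0.4 and 41 at 1.6. Genes reported in the results and cell-cycle genes were left out of the clustering features. Each cluster was named from marker lists and is called "-like", because the names were rebuilt from the counts. Of the 33 clusters, 31 were named, among them 19 neuron-like clusters and 4 clusters of the OL lineage. The other 2 clusters met no name and held 79 control cells (0.902%) and 1925 WMI cells (25.4%). One of them was led by ribosomal and mitochondrial RNAs with *Ftl1*, *Tmsb4x*, *Mt1* and the immune gene *Tyrobp*. The other carried microglial markers but was led by genes that include *Plin2*, *Gpnmb* and *Mrc1*. Among the named clusters, an astrocyte-like cluster was led by *A2m* and *Gfap*.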

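Clusters were numbered by size from 0, in an order that is not the one of Figure 1D. Cluster 1 (excitatory neuron-like) held 8.65% of control cells and 8.03% of WMI cells. Cluster 8 (astrocyte-like) held 413 control cells and 357 WMI cells, 4.72% of each library. Cluster 0 (neuron-like, 2301 control and 162 WMI cells) held 26.3% of control cells (95% interval 25.4 to 27.2) and 2.14% of WMI cells (1.83 to 2.49). Cluster 2 (excitatory neuron-like) held 1176 control cells (13.4%) and 23 WMI cells (0.304%). In the opposite direction, cluster 9 (neuron-like) held 1.68% of control cells and 7.56% of WMI cells, and cluster 7 (OPC-like) held 3.47% and 6.27%. In 5 of the 33 clusters, at least 90% of the cells came from a single library. The control-dominated ones among them (2 clusters) held 39.7% of control cells, and the WMI-dominated ones (3 clusters) held 27.2% of WMI cells. A cluster of this kind may be a property of its library and not a cell type.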

Notably, cell numbers were similar in some clusters from both groups (clusters #0 and #1), but decreased in others (clusters #3 and #13) (Figure 1D), indicating that WMI surgery differentially affects cell types in the brain.

Based on the enriched expression of the neuronal marker *Neun*, clusters #1, #4, #12, and #14 were grouped and defined as neurons. In addition, based on the enriched expression of the OL marker *Sox10*, clusters #3, #11, and #18 were grouped and defined as OLs. 

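*Neun* is listed under its current symbol, *Rbfox3* (ENSMUSG00000025576), on the minus strand of chromosome 11 of GRCm38 from 118489762 to 118911597, where it overlaps 3 other annotated genes. Across the neuron-like clusters, the share of *Rbfox3*-positive cells ranged from 6.45% to 51.3%, with a median of 37.3%. In the 4 clusters of the OL lineage it ranged from 4.29% to 8.86%, and in the remaining clusters its median was 11.7%. *Rbfox3* was not used to name the clusters.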

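*Sox10* (ENSMUSG00000033006) lies on the minus strand of chromosome 15 from 79154908 to 79165240 and was not used for naming either. *Sox10*-positive cells made up 9.43% to 23.6% of the clusters of the OL lineage (OPC-like clusters 7 and 28, pre-OL-like cluster 11 and mature OL-like cluster 23), with a median of 16.1%. The share in the neuron-like clusters was at most 4.50%, in cluster 2, with a median of 0.525%. It was 0 in clusters 12, 17, 19, 22, 27 and 32 among them, where a count of 0 allows between 0.726% in cluster 12 and 9.68% in cluster 32. In the remaining clusters the share reached 1.94%.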

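Of all kept cells, 194 control cells (2.22%, 95% interval 1.92 to 2.55) and 216 WMI cells (2.85%, 2.49 to 3.25) were *Sox10*-positive, a difference of 0.637 percentage points (0.146 to 1.14). In excitatory neuron-like cells, which should lack *Sox10*, the share was 1.62% in the control library and 0.387% in the WMI library (0.388% and 0.391% without cluster 2, which is mostly from the control library and of low depth), at median depths of 7925 and 9646.5 UMIs before thinning. Without thinning, *Sox10*-positive cells made up 7.33% and 9.93%, the alternative that moved this difference most. *Rbfox3*-positive cells made up 28.0% of control cells (27.0 to 28.9) and 22.8% of WMI cells (21.8 to 23.7), a difference of -5.21 points (-6.55 to -3.87). In microglia-like cells, which should lack *Rbfox3*, the share was 12.0% and 11.0%, at median depths of 3126.5 and 3836.5 UMIs. Unthinned, 63.8% and 60.4% of cells were *Rbfox3*-positive. Counted by cluster, OL-lineage cells made up 6.48% of control cells (567 cells, 5.97 to 7.01) and 13.1% of WMI cells (990 cells, 12.3 to 13.9). Neuron-like cells made up 80.7% of control cells (79.8 to 81.5) and 45.6% of WMI cells (44.5 to 46.8), a difference of -35.0 points (-36.4 to -33.6). Among the alternatives, this difference moved most when the clusters with at least 90% of their cells from 1 library were left out, to -10.1 points, a choice made after the values were seen.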

Despite that neuron and OL clusters demonstrated distinct expression paradigms (Figure 1E), the numbers of both *Sox10* ^+^ and *Neun* ^+^ cells in the WMI group were comparable to those in the control group (Figure 1E), suggesting that neither neuron nor OL survival was affected by WMI. Furthermore, quantification of the expression of caspase-3 in OL clusters showed that, compared to controls, the number of caspase-3^+^ cells in OL clusters was not changed by WMI (Figure 1F), further supporting that WMI does not affect the survival of OLs. To reveal the cell-cycle states of OL clusters, we scored each cell for its cycle phase using the signatures of G1/S (DNA replication genes), G2/M (mitosis genes), and non-cycling (quiescent cells) phases. 

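Phases were scored in OL-lineage cells with Seurat's gene lists, of which 22 S-phase genes and 29 G2/M-phase genes were measured after thinning. G1 was assigned to 37.2% of control cells (95% interval 33.2 to 41.3) and 37.1% of WMI cells (34.1 to 40.2), and without thinning to 54.0% and 47.6%, a difference of -6.39 percentage points (-11.6 to -1.13). S phase was assigned to 30.0% (26.2 to 33.9) and 29.8% (27.0 to 32.8), a difference of -0.184 percentage points (-5.05 to 4.59), which moved most without thinning, to 4.58 points (-0.153 to 9.18). G2/M phase was assigned to 32.8% (28.9 to 36.8) and 33.1% (30.2 to 36.2), a difference of 0.327 points (-4.66 to 5.23). The G2/M difference moved most, to 5.72 points (-1.61 to 13.2), when only male cells were kept. These are cells with at least 1 UMI of a Y-linked gene and 0 UMIs of *Xist*, a transcript of female cells. Cells with a UMI of *Mki67* or *Top2a*, which mark dividing cells, made up 3.70% (2.31 to 5.61) of control cells and 3.13% (2.14 to 4.42) of WMI cells. After thinning, G2/M was assigned to 32.5% of control and 34.1% of WMI OPC-like cells. In mature OL-like cells it was 39.6% and 34.9%. The phases thus did not set these stages apart and do not measure how many cells divide. Like phase shares in the 2 libraries therefore do not show that division was unchanged.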

Our results demonstrated that the frequency of cells in G1/S and G2/M clusters (cycling cells) did not differ between control and WMI groups (Figure 1G), implying that WMI does not affect the proliferation of OPCs. These results from the scRNA-Seq analysis were further confirmed by the immune detection of caspase-3 and SOX10. We found that the percentage of caspase-3^+^ cells among SOX10^+^ cells did not differ between the control and WMI groups (Figure 1H). Similarly, double staining with the antibodies against PH3, a biomarker for the proliferation cycle, and SOX10 showed that the proliferative capacity of OPCs was also unaltered (Figure 1I). Collectively, our results showed that neither the survival nor the proliferation of OPCs is affected by WMI.

### OPC differentiation is arrested by WMI

We next analyzed the cellular composition of the OL clusters, within which three types of *Sox10* ^+^ cells were identified (*Pdgfα* ^+^ OPCs, *Nkx2.2* ^+^ premyelinating OLs or pre-OLs, and *MBP* ^+^ mature OLs). 

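*Pdgfα* was read as *Pdgfra* (ENSMUSG00000029231, chromosome 5 from 75152292 to 75198215), the receptor gene that marks OPCs, because *Pdgfa* codes for the ligand. *Nkx2-2* (ENSMUSG00000027434), the listed symbol of *Nkx2.2*, lies on chromosome 2 from 147177546 to 147194243. Of OL-lineage cells, 124 control cells (21.9%, 95% interval 18.5 to 25.5) and 169 WMI cells (17.1%, 14.8 to 19.6) were *Pdgfra*-positive, a difference of -4.80 percentage points (-9.09 to -0.635). The median depth of OL-lineage cells before thinning was 5664 UMIs in the control library and 4587 UMIs in the WMI library. Without thinning the shares were 52.2% and 44.5%. In excitatory neuron-like cells 1.32% and 1.26% were *Pdgfra*-positive, at the median depths given for these cells. With *Pdgfa* in place of *Pdgfra*, the direction reversed, and 2.47% of control and 2.83% of WMI cells were positive, a difference of 0.359 points with an interval from -1.53 to 2.02. *Nkx2-2*-positive cells numbered 23 in the control library (4.06%, 2.59 to 6.02) and 72 in the WMI library (7.27%, 5.73 to 9.07), a difference of 3.22 points (0.718 to 5.54). Without thinning, 15.3% and 30.0% were *Nkx2-2*-positive, against 0.175% and 0.290% of thinned excitatory neuron-like cells.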

Notably, the numbers of OPCs and pre-OLs within the WMI clusters were higher than those in the control clusters (Figure 2A). Together with the reduced number of *Mbp* ^+^ OLs in the WMI group (Figure 2A), we speculated that WMI might inhibit the differentiation of OPCs, thereby arresting OLs at the OPC stage. To test this point, three types of OLs were quantified in the control and WMI groups. Indeed, our results demonstrated that the percentage of mature OLs in the WMI group was reduced, while the percentages of both OPCs and pre-OLs in the WMI group were increased (Figures 2B, B’). Thus, we concluded that most of the OLs were restricted to immature stages following WMI.

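*Mbp* (ENSMUSG00000041607) lies on chromosome 18 from 82475146 to 82585637. It was detected after thinning in 213 control OL-lineage cells (37.6%, 95% interval 33.6 to 41.7) and 381 WMI OL-lineage cells (38.5%, 35.4 to 41.6). The shares without thinning were 57.5% and 63.7%, with an interval of 1.11 to 11.4 points for their difference. In excitatory neuron-like cells, which do not make myelin, 13.3% of control and 9.91% of WMI cells held a UMI of *Mbp*, and 7.09% and 9.78% without cluster 2, where the log2 ratio of its level was 0.46 (0.37 to 0.55). Over all UMIs of OL-lineage cells, *Mbp* fell from 2157 CPM (UMIs of the gene scaled to a common total of UMIs, 2108 to 2206) to 1558 (1525 to 1593), a log2 ratio of -0.47 (-0.51 to -0.42). In OPC-like and pre-OL-like cells alone, the log2 ratio was 0.41 (0.34 to 0.48). This came mostly from the mix of stages, since it was below 0 with equal stage shares. The ratio was 0.28 (-0.016 to 0.58) in OPC-like and -0.15 (-0.23 to -0.077) in pre-OL-like cells. Since the share and the level went in opposite directions, no order of the groups was read from the share.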

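OL-lineage cells were clustered again on their own, and the 7 sub-clusters were named as OPC-like, pre-OL-like or mature OL-like. OPC-like cells made up 326 of the 567 control cells (57.5%, 95% interval 53.3 to 61.6) and 495 of the 990 WMI cells (50.0%, 46.8 to 53.2), a difference of -7.50 percentage points (-12.7 to -2.25). Pre-OL-like cells made up 26.5% (150 cells, 22.9 to 30.3) and 45.7% (452 cells, 42.5 to 48.8), a difference of 19.2 points (14.2 to 24.0). Mature OL-like cells made up 16.0% (91 cells, 13.1 to 19.3) and 4.34% (43 cells, 3.16 to 5.81), a difference of -11.7 points (-15.2 to -8.43). The OPC-like difference moved most with doublets kept, to -5.37 points. One of the OPC-like sub-clusters held 26 control and 215 WMI cells at median depths of 3627.5 and 3218 UMIs, with a median mitochondrial share of 1.14%. No OL-lineage cell was left without a stage.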

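OPC-like and pre-OL-like cells together made up 84.0% of control OL-lineage cells (95% interval 80.7 to 86.9) and 95.7% of WMI OL-lineage cells (94.2 to 96.8). Among the alternatives, the difference in the mature OL-like share stayed between -14.0 and -10.8 percentage points. From fewer mature OLs and more OPCs and pre-OLs in the WMI group (Figure 2B'), the paper concludes that OLs were held at immature stages.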

**FIGURE 2:**
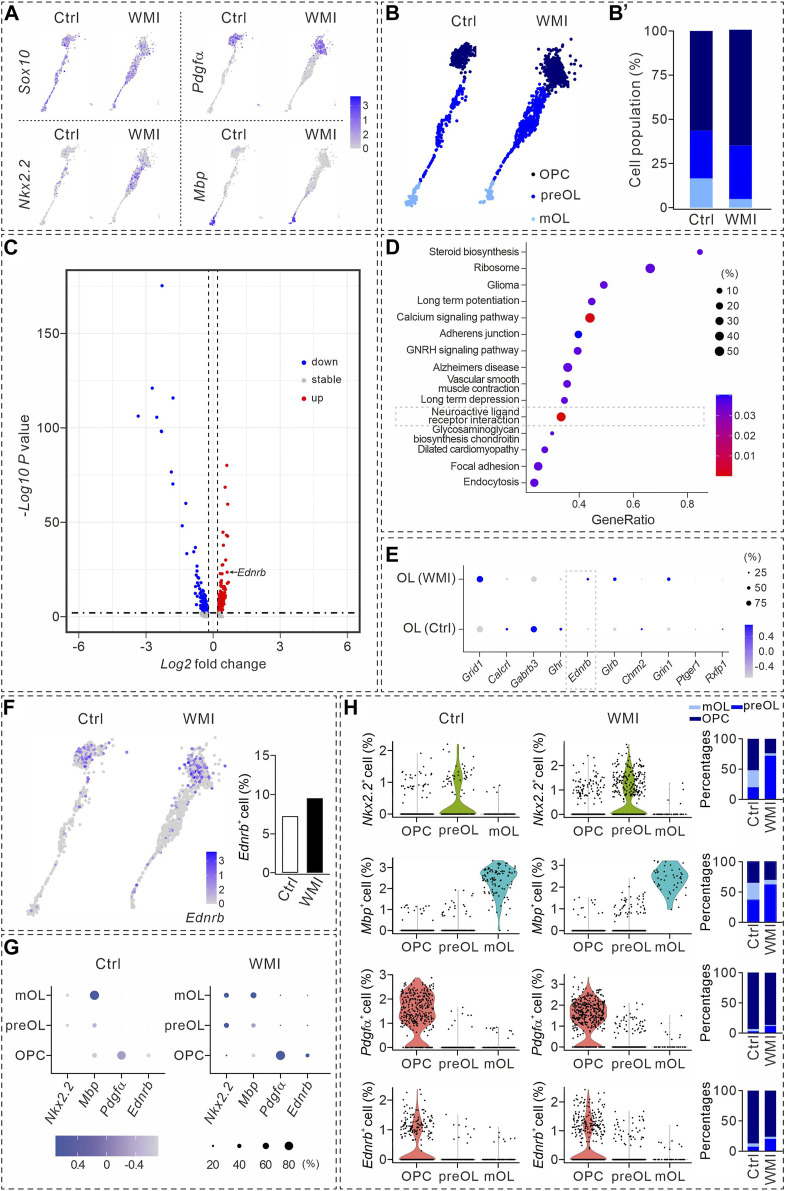
Transcriptional analysis during oligodendrocyte maturation. **(A)** UMAP plots showing the expression of *Sox10*, *Nkx2.2*, *Pdgfα*, and *Mbp* in OL clusters from P10 cerebral cortex. Averages in control: 57.4% (*Nkx2.2*), 57.1% (*Pdgfα*), and 13.5% (*Mbp*). Averages in WMI: 55.4% (*Nkx2.2*), 63.4% (*Pdgfα*), and 5.3% (*Mbp*). **(B)** *Sox10* ^*+*^ cells partitioned into OPC, pre-OL, and mature OL (mOL) clusters. **(B’)** Averages in control: 56.4% (OPC), 27.1% (pre-OL), and 16.5% (mature OL). Averages in WMI: 64.8% (OPC), 30.4% (pre-OL), and 4.9% (mature OL). **(C)** Volcano plot derived from the single-cell transcriptomic analysis showing the differential gene expression pattern of OLs in control and WMI OLs. *Y*-axis: level of significance of each gene; *X*-axis: difference in the expression level of each gene. **(D)** Top 15 KEGG pathways revealed by GO analysis (dashed box: activated neuroactive ligand and receptor interaction pathways). **(E)** Dot plot showing differentially regulated genes in neuroactive ligand and receptor interaction pathways. Note the upregulation of *Ednrb* in the WMI group. Color scale: z-score; dot size: percentage. **(F)** UMAP plots show the expression of *Ednrb* in OL clusters from the control and WMI cerebral cortex (P10). **(G)** Marker gene expression across the three OL subpopulations. Dot size is proportional to the percentage of marker genes of each cluster, and blue color intensity is correlated with the expression level. **(H)** Violin plots of *Ednrb*, *Nkx2.2*, *Pdgfα*, and *Mbp* from the clusters defined in **(G)**. *Nkx2.2*: For control, 52% (OPC), 20% (preOL) and 28% (mOL); For WMI, 24% (OPC), 72% (preOL) and 4% (mOL). *Mbp*: for control, 36% (OPC), 37% (preOL) and 28% (mOL); for WMI, 31% (OPC), 62% (preOL), and 7% (mOL). *Pdgfα*: for control, 93% (OPC), 3% (preOL), and 4% (mOL); for WMI, 87% (OPC), 12% (preOL), and 1% (mOL). *Ednrb*: for control, 87% (OPC), 7% (preOL), and 6% (mOL); for WMI, 76% (OPC), 20% (preOL), and 4% (mOL).

### Specific expression of *Ednrb* in OPCs and its regulation by WMI

To identify the molecules involved in the inhibition of OPC differentiation after WMI, we compared the transcriptomes of OPCs and pre-OLs derived from the control and WMI scRNA-seq datasets. Our results showed that ∼200 genes were upregulated, 400 were downregulated, and 20 genes remained stable when OLs were challenged by WMI (Figure 2C). 

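OPC-like and pre-OL-like cells were compared by the sum of their UMIs, 2695482 in 476 control cells and 4818660 in 947 WMI cells. With 1 library per group no gene could be called as changed, so the named genes were taken by rank. Among the 5531 genes with at least 200 UMIs over both libraries, the log2 ratio of WMI to control had a median of 0.041, with 5% of genes below -0.46 and 5% above 0.55. The highest ratios were those of *Xist*, *Tsix*, *Spp1*, *mt-Nd3* and *Selenop*. *Xist* held 0 UMIs in the control cells and 4462 in the WMI cells, at least 832-fold higher. *Tsix* held 0 and 325 UMIs (at least 60.6-fold higher), and *Spp1* held 0 and 317 UMIs (at least 59.1-fold higher). *Xist* and *Tsix* are transcribed from the X inactivation centre, and *Xist* marks female cells. The log2 ratio of *mt-Nd3* was 3.53 (95% interval 3.22 to 3.85) and that of *Selenop* was 3.37 (2.57 to 4.30). *Spp1* and *Selenop* were also found in excitatory neuron-like cells of the WMI library, at 0.575 and 0.470 times their level in OPC-like and pre-OL-like cells. The rise of *mt-Nd3* was found in every named class compared. It went from 0.215 to 1.96 UMIs per cell in excitatory neuron-like cells, against 0.189 to 1.96 in OPC-like and pre-OL-like cells. The lowest ratios were those of *Gm20713* (-1.93, -2.28 to -1.60), *6330411D24Rik* (-1.60), *Tes* (-1.59), *9130019P16Rik* (-1.49) and *4932443L11Rik* (-1.41). With only male cells kept, 1 of the 5 highest genes, *mt-Nd3*, remained among the 5 highest.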

The characterization of differentially expressed genes by a DAVID cellular component Gene Ontology analysis revealed that the neuroactive ligand receptor interaction pathway was one of the most abundant functional classes with WMI (Figure 2D). Among the changed genes in this interaction pathway, we noted that the expression of a previously unrecognized gene, *Ednrb*, was significantly increased in the population of WMI OLs (Figure 2E), suggesting that *Ednrb* might be a candidate gene involved in defective OPC differentiation during WMI. Indeed, *Ednrb* was expressed in the OL clusters of both the control and WMI groups and the number of *Ednrb* ^+^ cells increased following WMI (Figure 2F).

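In OPC-like and pre-OL-like cells, *Ednrb* (ENSMUSG00000022122) held 183 UMIs in the control library and 328 in the WMI library. This was 67.9 CPM (95% interval 58.4 to 78.5) and 68.1 (60.9 to 75.8), a log2 ratio of 0.0038 (-0.26 to 0.27), so that no difference was detectable at this depth. The alternative that moved this ratio most was to combine the ratios within each stage with equal stage shares, which gave 0.30. With mature OL-like cells included it was 0.21 (-0.046 to 0.48). Of the other genes on the axis of Figure 2E, *Glrb* had a log2 ratio of 0.32 (0.15 to 0.49) and *Grin1* of 0.29 (0.099 to 0.49). With equal stage shares these were 0.045 and 0.40, and *Glrb* was at 0.19 (-0.10 to 0.49) in OPC-like and -0.0074 (-0.22 to 0.21) in pre-OL-like cells, so that its ratio came mostly from the mix of stages. *Chrm2* (-0.51, -0.81 to -0.20, and -0.30 with equal stage shares) was lower in the WMI library. Its intervals within OPC-like cells (-0.33, -0.68 to 0.015) and within pre-OL-like cells (-0.21, -0.89 to 0.52) included 0. The intervals of *Grid1* (-0.033), *Calcrl* (-0.11), *Ghr* (-0.18), *Ptger1* (-0.058) and *Rxfp1* (-0.22) included 0. From the increase of *Ednrb* in Figure 2E, the paper proposes *Ednrb* as a candidate gene in the defective differentiation of OPCs.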

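After thinning, 42 control OL-lineage cells (7.41%, 95% interval 5.39 to 9.88) and 61 WMI OL-lineage cells (6.16%, 4.75 to 7.84) were *Ednrb*-positive, a difference of -1.25 percentage points with an interval from -4.10 to 1.38. Without thinning, 139 control cells (24.5%, 21.0 to 28.3) and 230 WMI cells (23.2%, 20.6 to 26.0) were positive. In excitatory neuron-like cells, which should lack *Ednrb*, the thinned shares were 0.998% and 0.338%, and 0.565% and 0.342% without cluster 2. The level in OL-lineage cells was 55.4 CPM (47.8 to 63.8) in the control library and 64.3 (57.6 to 71.5) in the WMI library, so that no order was read from the shares. In astrocyte-like cells, 26.0% of control and 35.0% of WMI cells held a UMI of *Ednrb* without thinning.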

We validated the expression of *Ednrb* in subpopulations of OLs. As expected, OPCs, pre-OLs, and mature OLs displayed enriched expression of *Nkx2.2*, *Mbp*, and *Pdgfrα* genes, respectively (Figure 2G). In addition, we noticed that *Pdgfrα*+ was relatively higher expressed in WMI OPCs, and both the expression intensity of *Ednrb* and the percentage of *Ednrb* ^+^ cells in the WMI cluster were slightly higher than those in the control cluster (Figure 2G). 

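Levels of the stage markers were compared over all UMIs of each stage. *Pdgfra* was highest in OPC-like cells of both libraries, where it was over 10 times the 22.1 CPM of control and the 29.0 CPM of WMI pre-OL-like cells. Mature OL-like cells held 13.0 and 11.7 CPM. *Nkx2-2* was highest in pre-OL-like cells, with 75.3 CPM (95% interval 58.5 to 95.4) in the control library and 172 (156 to 189) in the WMI library. OPC-like cells held 25.7 and 46.3, and mature OL-like cells 6.49 and 9.40. *Mbp* rose with each stage, from 86.5 and 105 CPM in OPC-like cells to 2197 and 1976 in pre-OL-like cells and 6929 and 7268 in mature OL-like cells. Counted without thinning, *Mbp*-positive cells were 33.4% OPC-like, 38.7% pre-OL-like and 27.9% mature OL-like in the control library (326 cells), and 30.0%, 63.2% and 6.81% in the WMI library (631 cells). *Nkx2-2*-positive cells were 40.2% OPC-like and 54.0% pre-OL-like in the control library (87 cells), and 29.0% and 69.7% in the WMI library (297 cells).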

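In OPC-like cells, *Pdgfra* reached 476 CPM (95% interval 445 to 509) in the control library and 436 (409.9 to 463) in the WMI library, a log2 ratio of -0.13 (-0.26 to 0.0063), and 84.0% and 77.8% of cells held a UMI without thinning. *Ednrb* held 166 UMIs in control and 278 in WMI OPC-like cells, a log2 ratio of 0.34 (0.056 to 0.62). The ratio stayed between 0.24 and 0.39 in every alternative that used all UMIs, but its interval included 0 without integration and with only male cells. With each OPC-like cell thinned to 1000 UMIs, 42 UMIs remained in the control library and 53 in the WMI library, and the ratio was -0.27 (-0.88 to 0.35). *Ednrb*-positive cells made up 36.2% of control and 35.8% of WMI OPC-like cells without thinning, and 12.0% (8.65 to 16.0) and 9.90% (7.41 to 12.9) after it. Since level and share went in opposite directions, the shares give no order of the groups.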

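Most *Ednrb*-positive OL-lineage cells were OPC-like. Without thinning, OPC-like cells made up 84.9% (95% interval 77.8 to 90.4) of the *Ednrb*-positive control cells and 77.0% (71.0 to 82.2) of the *Ednrb*-positive WMI cells. Pre-OL-like cells made up 9.35% and 19.6%, and mature OL-like cells 5.76% and 3.48%. After thinning, 0 *Ednrb*-positive cells in either library were mature OL-like, which allows a share of up to 7.14% and 4.92%. *Pdgfra*-positive cells were 92.6% OPC-like in the control library and 87.3% in the WMI library without thinning.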

Meanwhile, the expression intensity of *Nkx2.2*, *Mbp, Pdgfrα*, or *Ednrb* of each subpopulation was also analyzed using violin plots (Figure 2H), which indicated that *Ednrb* is tightly associated with OPCs and increases after WMI.

### ET-1/ETB is a signaling complex for neuron–OPC interaction

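Within the OL lineage, *Ednrb* was highest in OPC-like cells, with 92.6 CPM (95% interval 79.1 to 108) in the control library and 117 (104 to 132) in the WMI library. Pre-OL-like cells held 18.8 (11.0 to 30.1) and 20.4 (15.2 to 27.0), and mature OL-like cells held 11.7 (5.34 to 22.2) and 21.1 (9.67 to 40.1). Excitatory neuron-like cells, which should lack *Ednrb*, held 7.52 (6.62 to 8.50) and 7.54 (6.47 to 8.74). Astrocyte-like cells held 72.5 (62.4 to 83.7) and 116 (104 to 128), and microglia-like cells 16.5 (10.5 to 24.8) and 24.7 (16.6 to 35.5).

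**Figure D1:**
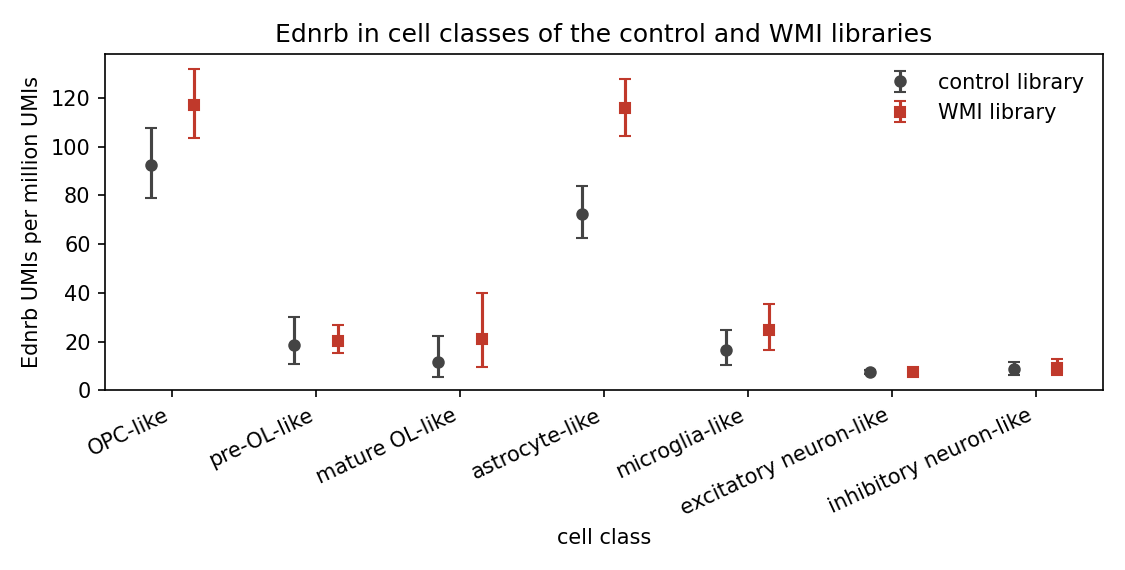
Level of *Ednrb* in CPM in each cell class (x axis), with a circle for the control library, a square for the WMI library and bars for the exact 95% Poisson interval, which covers counting error only. OPC-like and astrocyte-like cells have the highest levels, from 72.5 to 117 CPM, and both neuron-like classes lie under 10 CPM.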

The specific expression of *Ednrb* in immature OLs suggests that it plays unique roles during OL differentiation. It has been established that *Ednrb* encodes endothelin receptor B (ETB), a member of the G-protein-coupled receptor family, and is a receptor of ET-1 (Welch et al., 2013). 

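*Ednrb* lies on the minus strand of chromosome 14 of GRCm38 from 103814625 to 103844402 and spans 29778 bp. The annotation lists 3 transcripts, all protein-coding. The one with the longest coding sequence has 8 exons and 1326 coding bases, or 442 codons. No other annotated gene overlaps it. All gene identifiers in the count tables, and their symbols, matched this annotation, which holds 55536 genes.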

Previous studies have shown that ETB is expressed in cancer cells and renal collecting ducts and interacts with ET-1 to impact benign and malignant tissues through vasoconstriction (Grimshaw, 2007). However, relatively little is known about the function of the ET-1/ETB complex in the central nervous system (CNS).

First, we applied RNAscope *in situ* hybridization, in combination with protein immunostaining, to examine the expressions of *Ednrb* and *Edn1*, which encode ET-1 in major cell types in the brain. We detected *Ednrb* in SOX10^+^MBP^−^ cells, but not in SOX10^+^MBP^+^ cells, indicating that *Ednrb* is solely expressed in OPCs and pre-OLs (Figure 3A). We then investigated whether Ednrb is expressed in microglia and astroglia and found that it did not colocalize with Iba-1, a putative marker for microglia (Figure 3B), but colocalized with GFAP, a putative marker for astroglia, at a very low fraction (Figure 3C). The percentages of *Ednrb* ^+^ cells in premylienating OLs (OPCs + pre-OLs), mature OLs, microglia, and astroglia are presented in Figure 3D. Despite the rather weak detection in astroglia, it was enough to conclude that *Ednrb* is mainly and robustly expressed in premylienating OLs.

**FIGURE 3:**
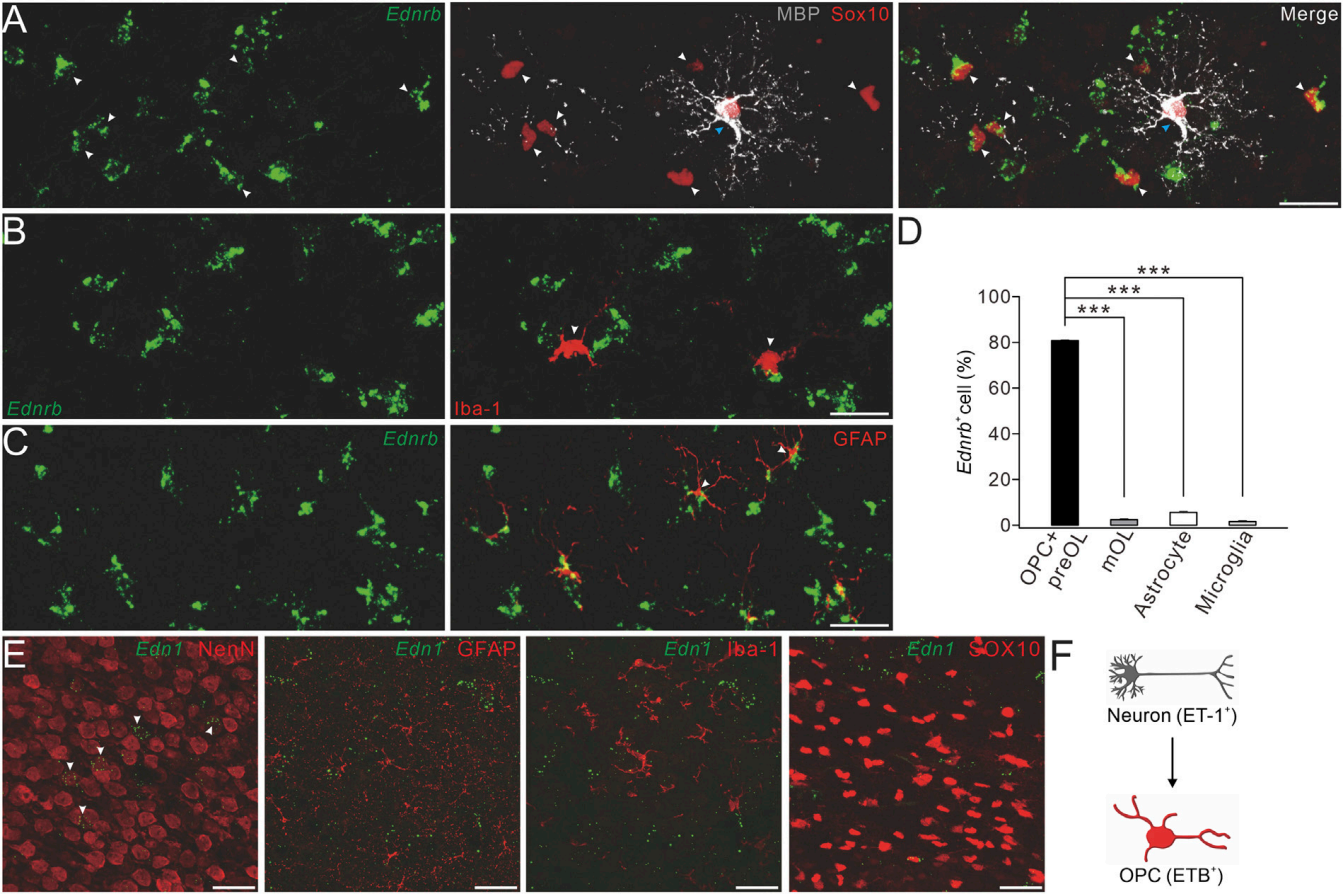
Expression of ETB and ET-1 in OPCs and neurons. **(A)** Representative control cerebral cortex section (P4) with *Ednrb* RNAScope probe and double-immunostaining of MBP and SOX10. White arrowheads, *Ednrb* ^+^MBP^−^SOX10^+^ OPCs; and blue arrowheads, *Ednrb* ^−^MBP^+^SOX10^+^ mature OLs (scale bar, 50 μm). **(B)** *Ednrb* RNAScope and immunostaining of Iba-1 in the control cerebral cortex (P4). Arrowheads, *Ednrb* ^−^Iba-1^+^ microglia (scale bar, 50 μm). **(C)** *Ednrb* RNAScope and immunostaining of GFAP in control cerebral cortex (P4). Note that the arrowheads show *Ednrb* ^−^GFAP^+^ astroglia (scale bar, 50 μm). **(D)** Percentages of *Ednrb* ^+^ cells among OPCs and pre-OLs (80.8% ± 0.4%) and mature OLs (2.4% ± 0.3%; *p* < 0.001 vs*.* OPCs and pre-OLs), astrocytes (5.6% ± 0.3%; *p* < 0.001 vs*.* OPCs and pre-OLs), and microglia (1.6% ± 0.3%; *p* < 0.001 vs*.* OPCs and pre-OLs). **(E)** Representative *Et-1* RNAScope and immunostaining of NeuN, GFAP, Iba-1, or SOX10 in the control cerebral cortex (P4). Arrowheads, *Et-1* ^+^NeuN^+^ neurons (scale bars, 50 μm). **(F)** Schematic of the ET-1/ETB signaling module.

We next determined the location of *EDN1* expression using RNAscope and immunostaining with antibodies to NeuN, Iba-1, GFAP, and SOX10. Our results showed that the *EDN1* signal overlapped well with NeuN, but not with Iba-1, GFAP, or SOX10 (Figure 3E), suggesting that ET1 is mainly expressed in neurons. Taken together, we found that ET-1 is expressed in neurons and ETB in OPCs, suggesting that ET-1 and ETB work together to affect neuron–OPC interactions (Figure 3F).

### ETB ablation impedes OPC differentiation and impairs CNS myelination

Having demonstrated that ETB is expressed in premylienating OLs, a critical question was whether ETB deficiency causes hypomyelination. To address this question, we compared OL development in wild-type (*WT*) and *Ednrb* ^−/−^ mice. First, the proliferation of OPCs followed by deletion of *Ednrb* was investigated using immunohistochemical staining with the antibodies against PH3 and SOX10. Our results showed that the density of SOX10^+^ cells was not affected by *Ednrb* ablation in the cerebral cortex and corpus callosum (Figure 4A). Moreover, the percentage of proliferating SOX10^+^PH3^+^ OPCs among SOX10^+^ OLs was not altered by *Ednrb* ablation in *Ednrb* ^−/−^ mice (Figures 4A, A’). Next, a caspase-3 assay was used to determine whether *Ednrb* ^−/−^ ablation causes apoptosis, and it showed that the percentage of caspase-3^+^SOX10^+^ OLs among all SOX10^+^ OLs in *Ednrb* ^−/−^ mice was comparable to that in *WT* mice (Figures 4B,B’). Therefore, neither the proliferation nor the survival of OPCs was affected by ETB deletion.

**FIGURE 4:**
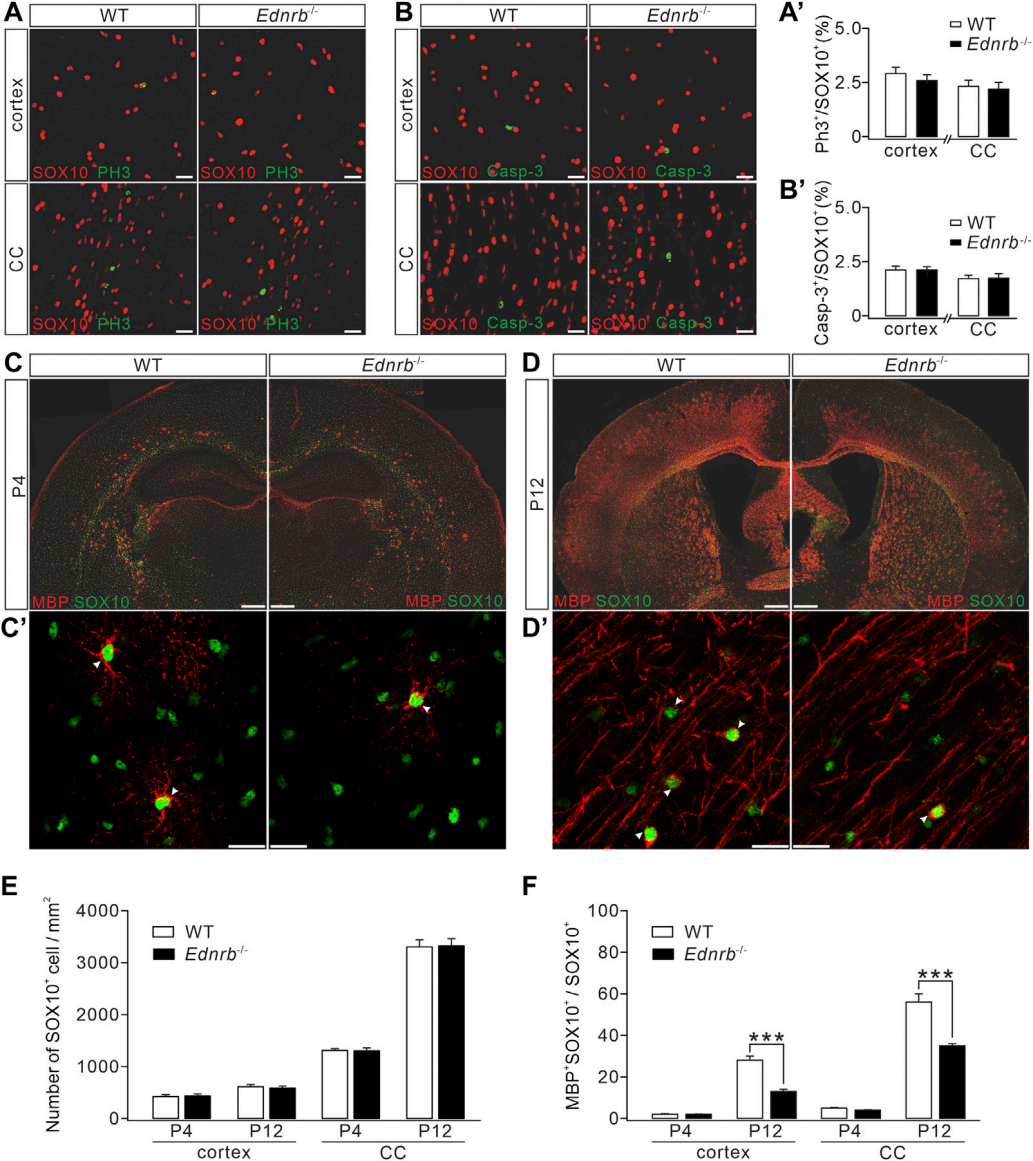
Effects of *Ednrb* ablation on MBP expression. **(A)** Double-immunostaining of SOX10 and PH3 in the cerebral cortex and corpus callosum (CC) of WT and *Endrb* ^*−/−*^ mice (P12). Scale bars: 50 μm. **(A** *′* **)** Percentages of PH3^+^ cells among SOX10^+^ cells: 2.8% ± 0.2% (WT; *n* = 5) and 2.5% ± 0.4% (*Endrb* ^*−/−*^; *n* = 5; *p* = 0.32) in the cortex; 2.3 %± 0.2% (WT; *n* = 5) and 2.1% ± 0.3% (*Endrb* ^*−/−*^; *n* = 5; *p* = 0.87) in the corpus callosum. **(B)** Double-immunostaining of SOX10 and caspase-3 (Casp-3) in the cerebral cortex and corpus callosum of WT and *Endrb* ^*−/−*^ mice (P12). Scale bars: 50 μm. **(B′)** Percentages of caspase-3^+^ cells among SOX10^+^ cells: 2.1% ± 0.2% (WT; *n* = 3) and 2.1% ± 0.2% (*Endrb* ^*−/−*^; *n* = 3; *p* = 0.93) in the cortex; 1.7% ± 0.2% (WT; *n* = 3) and 1.7% ± 0.2% (*Endrb* ^*−/−*^; *n* = 3;*p* = 0.98) in the corpus callosum. **(C)** MBP and SOX10 in P4 mouse brain. Scale bars: 1 mm. (**C′**) Magnified view (cerebral cortex) showing the colocalization of SO X10 and MBP. Scale bars: 50 μm. **(D)** MBP and SOX10 in P12 mouse brain. Scale bars: 1 mm. (**D′**) Magnified view (cerebral cortex) showing the colocalization of SOX10 and MBP. Scale bars: 50 μm. **(E)** Density of SOX10^+^ cells. In the cortex: 419 ± 37/mm^2^ (WT + P4; *n* = 5) and 432 ± 37/mm^2^ (*Endrb* ^−/−^ + P4; *n* = 5; *p* = 0.79); 607 ± 42/mm^2^ (WT + P12; *n* = 5) and 581 ± 38/mm^2^ (*Endrb* ^−/−^ + P12; *n* = 5; *p* = 0.62). In the corpus callosum: 1,289 ± 34/mm^2^ (WT + P4; *n* = 5) and 1,290 ± 58/mm^2^ (*Endrb* ^−/−^ + P4; *n* = 5; *p* = 0.13); 3,271 ± 137/mm^2^ (WT + P12; *n* = 5) and 3,290 ± 138/mm^2^ (*Endrb* ^−/−^ + P12; *n* = 5; *p* = 0.74). **(F)** Percentages of MBP^+^SOX10^+^ cells in SOX10^+^ cells. In the cortex: 2% ± 0.4% (WT + P4; *n* = 5) and 2% ± 0.2% (*Endrb* ^−/−^ + P4; *n* = 5; *p* = 0.61); 28% ± 2% (WT + P12; *n* = 5) and 13% ± 1% (*Endrb* ^−/−^ + P12; *n* = 5; *p* < 0.001). In the corpus callosum: 5% ± 0.4% (WT + P4; *n* = 5) and 4% ± 0.4% (*Endrb* ^−/−^ + P4; *n* = 5; *p* = 0.06); 56% ± 4% (WT + P12; *n* = 5) and 35% ± 1% (*Endrb* ^−/−^ + P12; *n* = 5; *p* = 0.0005). ***p < 0.001.

We next examined myelin formation in *Ednrb* ^−/−^ mice. Immunohistochemical staining showed that MBP expression was lower in the cerebral cortex and corpus callosum of *Ednrb* ^−/−^ mice than in *WT* mice at P4 (Figure 4C), suggesting a hypomyelination phenotype in *Ednrb* ^−/−^ mice at an early postnatal age. To determine whether this phenotype persists with development, we applied MBP staining to *WT* and *Ednrb* ^−/−^ mice at P12 and found that the difference in MBP expression became greater, showing that there were fewer MBP^+^ cells in the cerebral cortex and the corpus callosum of *Ednrb* ^−/−^ mice (Figure 4D). Counting the number of SOX10^+^ OLs in mice at P4 and P12 showed that SOX10^+^ OLs were unaffected by the deletion of *Ednrb* (Figure 4E). In contrast, the percentage of mature OLs (MBP^+^SOX10^+^) among OLs was always lower in *Ednrb* ^−/−^ mice than in *WT* mice at P4 and P12 (Figure 4F). Taken together, the immunohistochemical assays led to the conclusion that *Ednrb* deletion leads to a myelin defect.

### ETB deficiency exaggerates the WMI-induced impairment of OL maturation

We next investigated the effect of ETB ablation on the WMI-induced myelin deficit. To this end, we used an *Ednrb* RNAscope probe in combination with SOX10 and MBP immunostaining to quantify the numbers of *Ednrb* ^+^ OPCs and pre-OLs in the control and WMI mice. Our results showed that the number of *Ednrb* ^+^SOX10^+^MBP^−^ cells increased by ∼30% in the cerebral cortex following WMI (Figures 5A, B). Meanwhile, the number of *Ednrb* ^−^MBP^+^SOX10^+^ cells was reduced by ∼70% (Figures 5A, B). These results strengthened our conclusion from the scRNA-Seq data (Figure 2G), demonstrating that WMI arrests OLs at the premylienating stage.

**FIGURE 5:**
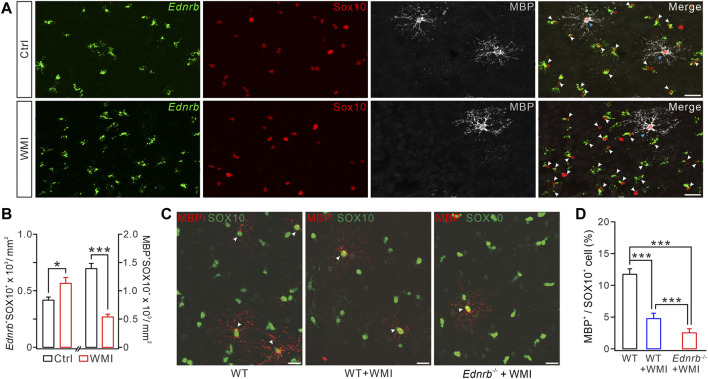
ETB deficiency exaggerates WMI-induced MBP reduction. **(A)** *Ednrb* RNAScope and immunostaining of MBP and SOX10 in control and WMI cerebral cortex (P10) (white arrowheads, *Ednrb* ^+^ OPCs; blue arrowheads. Mature OLs; Scale bars, 50 μm). **(B)** Density of *Ednrb* ^+^SOX10^+^ cells: 417 ± 27/mm^2^ (control; *n* = 4) and 566 ± 51/mm^2^ (WMI; *n* = 4; *p* = 0.023). Density of MBP^+^SOX10^+^ cells: 1,393 ± 90/mm^2^ (control; *n* = 4) and 537 ± 48/mm^2^ (WMI; *n* = 4; *p* < 0.001). **(C)** Double-immunostaining of MBP and SOX10 in WT, WT + WMI, and *Endrb* ^*−/−*^ + WMI cerebral cortex (P10) (white arrowheads. MBP^+^ mature OLs; scale bars, 50 μm). **(D)** Percentages of MBP^+^ cells among SOX10^+^ cells: 11.7% ± 0.8% (WT; *n* = 5), 4.8% ± 0.9% (WT + WMI; *n* = 5; *p* = 0.00019 vs*.* WT), and 2.6% ± 0.6% (*Endrb* ^*−/−*^ + WMI; *n* = 5; *p <* 0.001 vs*.* WT; *p* < 0.001 vs*.* WT + WMI). *p < 0.05. ***p < 0.001.

Since both WMI and ETB deficiency cause a myelin deficit by inhibiting OPC differentiation, it was possible that ETB deficiency may exaggerate the defective myelin sheath caused by WMI. To address this question, we assigned the following three groups: *WT* mice, *WT* mice with WMI surgery, and *Ednrb* ^*−/−*^ mice with WMI surgery. In each of these groups, we applied double immunostaining for MBP and SOX10 to the cerebral cortex. We found that the density of SOX10^+^MBP^+^ cells was significantly decreased in *WT* mice after WMI surgery, compared to control *WT* mice (Figures 5C, D), and this reduction was more severe in the condition of ETB deletion (Figures 5C, D). Therefore, ETB deficiency exaggerates the WMI-induced impairment of OL maturation.

### ET-1 ameliorates the defective OL maturation induced by oxygen-glucose deprivation (OGD)

The impaired myelination caused by ETB deficiency prompted us to determine whether functional enhancement of ETB promotes myelin formation. We tested this hypothesis in OPC cultures derived from embryonic rats (Zhou et al., 2018; Wang et al., 2022), in which OPCs were exposed to OGD to mimic WMI conditions since cerebral WMIs, such as PVL, are caused by hypoxic–ischemic insults in preterm infants (Baldassarro et al., 2020). We optimized the durations of OGD exposure to assess its toxicity in OPC cultures. The time course of the vulnerability of OPCs showed that 1 h of OGD exposure only affected a minority of cells, whereas 2 h of OGD exposure eliminated >50% of cells by 24 h (Figure 6A), consistent with previous reports (Deng et al., 2003). Because we had demonstrated that WMI surgery did not change the survival rate of OLs (Figure 1F), 1 h of OGD exposure was chosen to mimic the WMI surgery. OPCs were exposed to OGD only once on day 1, followed by incubation with IgG (100 μM) or ET-1 (100 μM) for two days. The cultured OLs were stained with MBP and Olig2 antibodies to calculate the percentages of mature OLs. Our results showed that ET-1 significantly increased the percentage of MBP^+^ cells among Olig2^+^ cells by 31% (Figure 6B). Furthermore, Western blots showed that ET-1 yielded a remarkable increase in the expression of MBP, compared to the control IgG (Figure 6C). These results suggested that stimulating ET-1-ETB signaling can rescue the impaired OL maturation induced by preterm WMI.

**FIGURE 6:**
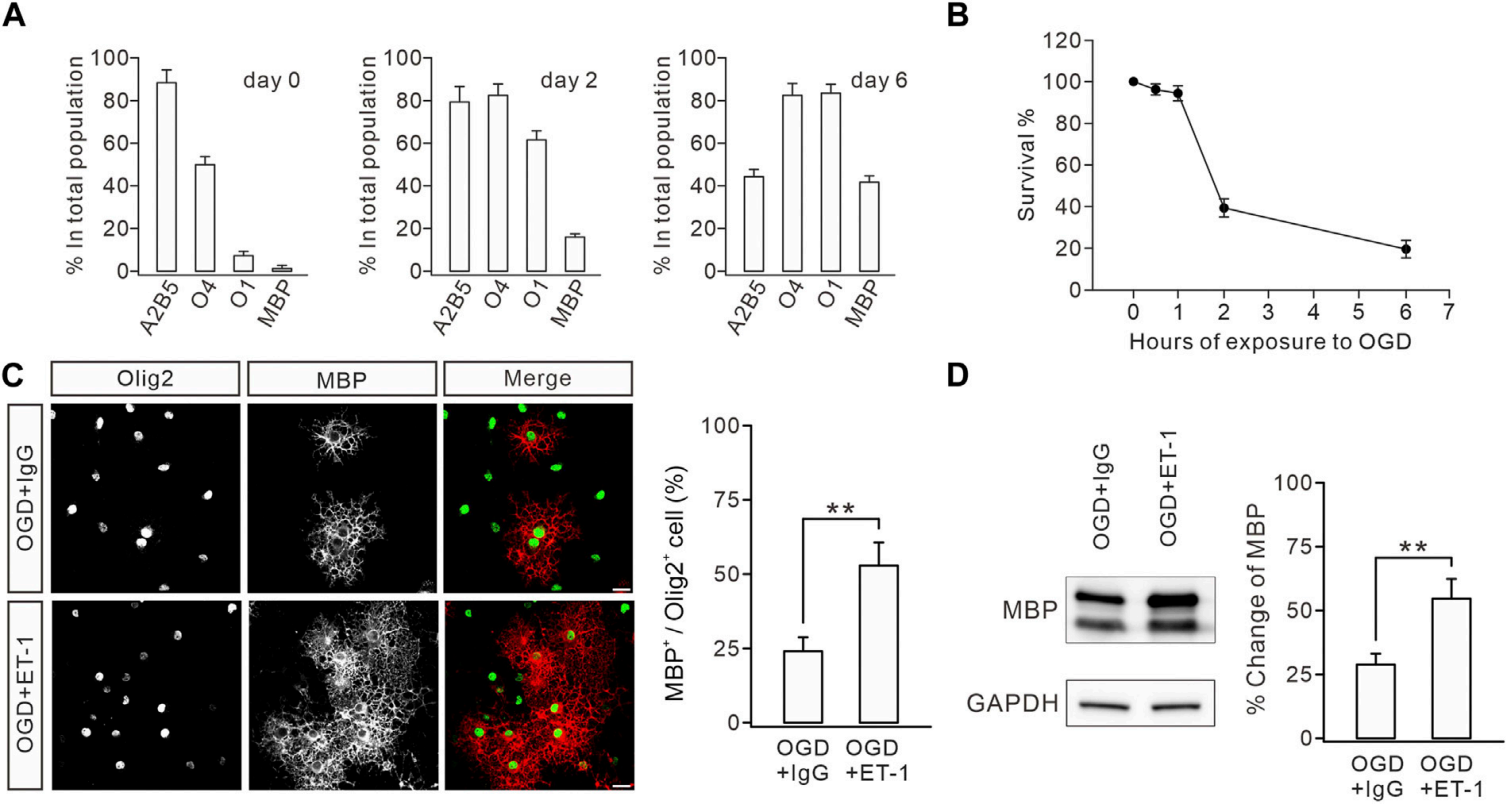
ET-1 ameliorates the OGD-induced defect in OL maturation. **(A)** Stage-specific cultures. Cultures were allowed to differentiate for 0, 2, or 6 days and stained for the OL stage-specific markers A2B5, O4, O1, and MBP. Bar graph shows the percentages of immunolabeled cells in the total population. For day 0: 88.2% ± 6.1% (A2B5), 49.8% ± 3.8% (O4), 7.0% ± 2.0% (O1), and 1.8% ± 0.8% (MBP); *n* = 5. For day 2: 79.2% ± 7.2% (A2B5), 82.4% ± 5.3% (O4), 61.4% ± 4.2% (O1), and 16.0% ± 1.5% (MBP); *n* = 5. For day 6: 44.2% ± 3.4% (A2B5), 82.4% ± 5.6% (O4), 83.4% ± 4.2% (O1), and 41.6% ± 3.0% (MBP); *n* = 5. **(B)** Effect of OGD duration on OPC death. Cultures were exposed to OGD for 0, 0.5, 1, 2, or 6 h, and cell survival was determined at 24 h. 0.5 h, 96.2% ± 2.7%, *n* = 5; 1 h, 94.6% ± 3.6%, *n* = 5; 2 h, 39.6% ± 4.3%, *n* = 5; 6 h, 19.8% ± 4.3%, *n* = 5. **(C)** After OGD, cultured OPCs were treated with IgG or ET-1, as well as T3, and immunostained with Olig2 and MBP antibodies (scale bars, 20 μm). The percentages of MBP^+^ cells in Olig2^+^ cells: 23.8% ± 4.2% (IgG; *n* = 5) and 52.8% ± 7.7% (Et-1; *n* = 5); *p* = 0.006. **(D)** Representative blots and percentage changes of MBP expression in cultured OLs with IgG or ET-1. MBP expression is normalized to the corresponding GAPDH. IgG, 28.8% ± 4.2% (*n* = 5); ET-1, 54.6% ± 7.6% (*n* = 5; *p* = 0.011). Gray dots indicate individual data points. **p < 0.01.

## Discussion

Using scRNAseq analysis, we revealed that ETB is specifically expressed in premylienating OLs and that preterm WMI, which impedes OPC differentiation, leads to an increase of ETB^+^ OPCs and pre-OLs. Moreover, we demonstrated that neuron-derived ET-1 and OPC-derived ETB promote the differentiation of OPCs and the maturation of OLs. In summary, our research suggests a role of ET-1/ETB signaling in OPC differentiation and WMI and provides new insight into the pathological mechanisms underlying preterm WMI and OPC transplantation therapy for this disease.

### The ET-1/ETB complex for OPC differentiation

Oligodendrogenesis is composed of three stages: OPCs, pre-OLs, and mature OLs, which eventually wrap around axons and produce myelin sheath (Baumann and Pham-Dinh, 2001; Elbaz and Popko, 2019). In addition to intrinsic factors that are mostly transcription regulators, extrinsic factors, such as secreted proteins (Moore et al., 2011), adhesion molecules (Popko, 2003), and extracellular matrix (Marangon et al., 2020), also regulate OPC differentiation and myelination by interacting with corresponding partners on OPCs. For example, PSA-NCAM inhibits myelination (Charles et al., 2002) and Jagged-1 binds to Notch receptors in OPCs to inhibit OPC differentiation (Jurynczyk et al., 2008), whereas Neuregulin-1 promotes OPC differentiation by binding to ErbB (Navel and Salzer, 2006). Overall, neuron-derived factors that act on OL development are not yet well-understood.

ET-1/ETB signaling is present as a complex in tumor cells and the vascular system and participates in regulating the blood supply (Kostov, 2021). Our research indicates that the ET-1/ETB complex is responsible for the interaction between neurons and OLs, providing new evidence for the role of this complex in the CNS. We showed that ETB was more specifically expressed in OPCs and pre-OLs, suggesting that ETB is a marker of premylienating OLs. We also found that knocking down ETB decreased mature OLs, while activating ET-1/ETB signaling promoted OL maturation, indicating that the ET-1/ETB complex is a positive regulator of OPC differentiation. It was observed that ET-1 mainly existed in neurons, which seems inconsistent with a previous work showing that ET-1 is also released from astroglia (Gadea et al., 2009). However, the expression and release of ET-1 were only examined in the subventricular zone in that study (Gadea et al., 2009). Therefore, their study did not exclude the source of ET-1 in mature neurons, a scenario investigated in the present work.

It has been shown that the bi-directional interactions between neurons and OLs are multistage and multiform. For example, early-stage OPCs form synaptic communication with neurons (Lin and Bergles, 2004; Moura et al., 2022), suggesting that neuronal activity acts on OLs (Zonouzi et al., 2011; Nagy et al., 2017). In the mature CNS, optogenetic stimulation that enhances neuronal activity increases OPC differentiation and the number of mature OLs (Gibson et al., 2014). In addition, motor learning increases or decreases the occurrence of OLs in the motor cortex (Bacmeister et al., 2020), and the activation of axons in the corpus callosum increases oligodendrogenesis and myelination in fear behavior (Mitew et al., 2018). Considering that the ET-1/ETB complex is a positive regulator of neuron–OPC interactions, it will be interesting to investigate whether this complex is involved in regulating myelin-related behaviors. In addition, some of the conclusions of the present work were based on global knockout and cell culture experiments; thus, cell-specific knockout of ET-1 and ETB would be required to better clarify the roles of ET-1/ETB signaling in myelin development and WMI.

### A hypoxic–ischemia model in newborn mice mimics preterm WMI in the human embryo

During 23–32 weeks of gestation, the OL lineages are mainly OPCs and pre-OLs (van Tilborg et al., 2018a). This period is not only a key stage for OL maturation but is also a high-risk time for preterm WMI. Various factors such as embryonic malnutrition or hypoxia–ischemia can lead to the interruption of OPC differentiation and myelin sheath formation and result in white matter damage and permanent myelin sheath dysplasia (Ma and Zhang, 2015). Development of OLs from P1 to P7 in rodents is comparable to that of 23–36 weeks of gestation in humans (Hagberg et al., 2002; Craig et al., 2003). Therefore, we applied hypoxia–ischemia to neonatal mice (at P3) to recapitulate the characteristic changes due to preterm WMI. Indeed, we found that the development of myelin sheaths was inhibited in mice exposed to hypoxia–ischemia. However, unlike the extensive death of pre-OLs in infants with moderate or severe WMI (Back and Rosenberg, 2014), hypoxia–ischemia did not induce an excessive loss of OPCs or pre-OLs, as indicated by stable numbers of caspase-3^+^ and SOX10^+^ cells. Caspase-3 activation is tightly associated with the severity of cell death (Hisahara et al., 2003), based on the finding that pre-OLs degenerate due to caspase-3 activation in perinatal rodents exposed to moderate hypoxia–ischemia (Calvert and Zhang, 2005; Pedroza-Garcia et al., 2022). In support of our conclusions, it has been reported that the number of pre-OLs increases 2–3-fold within 24 h after hypoxia–ischemia in neonatal rats (Wahl and Schwab, 2014) and that of PDGFRα^+^ OPCs gradually increases with hypoxia–ischemia (Miyamoto et al., 2015), indicating that OPCs and pre-OLs develop normally at the early stage of hypoxia–ischemia.

We established a relatively mild WMI model, in which OPCs and pre-OLs were not subject to the threat of death. This model also matches an *in vitro* OGD model, in which cultured OLs are briefly deprived of glucose and oxygen. We believe that this less lethal model allows screening for signaling molecules affected in the early stage after WMI, thus providing a theoretical basis for early intervention in WMI. Indeed, our results reveal a series of molecules related to various cellular processes during WMI. Interestingly, we show, for the first time, that ETB, a receptor mediating neuron–OPC interaction, is sensitive to early WMI.

### Neuron–OPC interaction in WMI

WMI causes severe damage to the CNS development of premature infants, and there is no effective treatment for neonatal WMI (van Tilborg et al., 2018b). The microenvironment after WMI is harmful to OPC differentiation, providing a therapeutic target to cure preterm WMI. It has been demonstrated that astrocytes, microglia, vascular endothelial cells, and extracellular matrix components dominate an unfavorable microenvironment for the negative regulation of OPC development during WMI (Riddle et al., 2011; Kurachi et al., 2016; de Jong et al., 2020; Traiffort et al., 2020; Motavaf and Piao, 2021). Moreover, the unfavorable microenvironment also affects the development of implanted OPCs in cell transplantation therapy: exogenous OPCs can migrate to the demyelinating lesions, but fail to differentiate into mature OLs (van Tilborg et al., 2016). Therefore, improving the white matter microenvironment is beneficial to the development of transplanted OPCs. For example, the interaction between microvascular endothelial cells and OLs is the key to OL development in WMI (Hamanaka et al., 2018b) and is conducive to white matter remodeling (Zacchigna et al., 2008). Endothelial cells secrete a variety of nutrients to mediate the signal coupling between blood vessels and OLs and to support the survival and proliferation of OPCs (Hamanaka et al., 2018a). Such nutrient molecules include endothelial-derived growth factor, brain-derived neurotrophic factor, fibroblast growth factor-2, transforming growth factor-*β*, and vascular endothelial growth factor-A (Asakura et al., 1997; Zhou et al., 2006; Gonzalez-Perez and Alvarez-Buylla, 2011; Ramos-Cejudo et al., 2015). However, it should be noted that a single signaling pathway or a single cell type may not be enough to rescue the damage caused by preterm WMI. Since neuron–OPC interaction plays a crucial role in synaptic activity, its roles in the WMI also need to be addressed. Our scRNA-seq investigation demonstrated that, besides ETB, a considerable number of other neuron-derived molecules were affected by WMI. Therefore, studying neuron–OPC interactions during WMI may provide new therapeutic targets aimed at preterm WMI.

## Conclusion

Using single-cell RNA sequencing, we revealed that ET-1 and ETB are a pair of signaling molecules responsible for the interaction between neurons and OPCs and that preterm WMI led to an increase in the number of ETB-positive OPCs and premyelinating OLs.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO: GSE225580.

How the deposited data were processed for this re-analysis (not part of the article)

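The data were UMI counts per gene and barcode for 2 scRNA-seq libraries of mouse cerebral cortex, 1 control and 1 WMI. The unit of each table is a count: the deposited values are whole numbers of UMIs per gene and barcode, which the authors made with Cell Ranger 6.1.1 and left without normalization. Each table lists 55450 genes, of which 37 are mitochondrial and 109 carry a symbol that another gene also has, and was kept by gene identifier. All identifiers and symbols matched GENCODE M21 on GRCm38. The paper describes 4 replicates per group, and 1 library per group was analysed here. The libraries and conditions were taken from the sample labels. The labels and the paper differ on age, on the length of hypoxia and on cells or nuclei. On the origin of the control tissue, the labels and the paper's methods (control brains) differ from the paper's results (the control side). Both versions are given, and neither was assumed.

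The raw tables held 10288 control and 8354 WMI barcodes, with median mitochondrial shares of 0.0696% and 0.472%. In the control library 739 barcodes had under 1000 UMIs, 149 had under 500 genes and 9 had over 10% mitochondrial UMIs, and in the WMI library 208, 53 and 33. Some barcodes failed more than 1 of these limits. The paper's text states no such limits and no doublet removal. Doublets were predicted within each library from simulated ones (2 per cell, 30 principal components, 30 neighbours). As many were removed as a rate of 0.8% per 1000 barcodes gives, 8.23% of control and 6.68% of WMI barcodes that passed. Their median depths were 8735 and 8894.5 UMIs. When 500 artificial doublets were added to each library, 457 (91.4%) and 376 (75.2%) were among the removed barcodes, so that the removal missed a larger part of them in the WMI library.

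Counts were normalized and integrated with Seurat 5.3.0 in R 4.3.3 (2000 variable features, 30 dimensions), with its IntegrateData function as in the paper's methods, and clustered at a resolution of 0.8. Genes whose shares are reported and the cell-cycle genes were left out of the features. Clusters were named with marker lists for 21 cell classes. A marker counted when its level reached 25% of that in the highest cluster, when at least 10% of the cluster's cells held it and when it was 3-fold above the lower quartile over clusters. A name needed at least 4 markers and 40% of the list, or 60% of a neuronal list without the condition on background. A cluster stayed unnamed when 2 mitochondrial genes were among its 10 leading genes, when it carried 60% of the markers of an unrelated class, when its leading genes held more markers of another class, or when its depth was more than 3-fold below the median of its library and no leading gene was a marker of its class. At least 3 markers of a non-neuronal class also stopped a neuronal name. OL-lineage cells were clustered again in the same way, and their leading genes were taken against the clusters outside the OL lineage. Unnamed clusters stayed in the denominator of shares of all cells.

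Shares of positive cells were computed after each cell was thinned without replacement to 1000 UMIs, and levels as UMIs of the gene over all UMIs of the cells. Intervals are exact 95% intervals (Clopper-Pearson for shares, Poisson for levels, conditional binomial for ratios), and a difference of shares combines the limits of both. The intervals after free RNA was taken off are percentiles of simulated Poisson counts. Intervals of shares treat cells as independent. Those of levels and ratios treat UMIs as independent, leave out the variation between cells and are too narrow where cells differ. All of them leave out the variation between mice. A count of 0 was given the limit that 3 counts would set. Phases were scored with Seurat's S and G2/M lists over genes found in at least 10 cells, with 12 bins, because the default of the function failed on thinned counts. No test was run on single cells and no number of changed genes was counted, since cells of 1 library are not replicates. With 1 library per condition there was no pairing to use.

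The genes named in the text are those that the paper names for its scRNA-seq, those on the axis of Figure 2E (some are not reported here), genes of the sex chromosomes, and the 5 with the highest and the 5 with the lowest log2 ratio among genes with at least 200 UMIs. This rule, the filters, the marker lists, the thinning, the comparisons and 17 of the alternatives were chosen before the data were examined. Chosen after that were the thresholds for naming clusters, which followed a look at several rules on the clusters, the removal of cell-cycle genes from the features, the genes that sub-clusters were judged on, the settings of the phase scores and 6 further alternatives. The ratios were tested on simulated data: with 200 of 5531 genes changed, the intervals covered the true ratio for 95.5% of the changed and 95.4% of the other genes. The intervals of share differences in OL-lineage cells covered the true difference in at least 95.5% of simulated draws, and those of shares of all cells were not simulated. Both simulations drew counts from the model that the intervals assume. They check the computation only and do not show the coverage in real data, where cells and mice vary. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0, and R with Matrix 1.6.5, on 1 processor thread with text sorted in the C locale. An earlier trial run with another text order and more threads gave slightly different clusters, so that the settings were fixed and the order of the features was added as an alternative. RNAscope, immunostaining, knockout and culture experiments were not analysed here, and the pathway enrichment of Figure 2D was not repeated because it starts from a list of changed genes.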

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

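In this part, the tests of the hemispheres on *Xist*, of free RNA on *Spp1* and *Selenop* and of mitochondrial shares within 1 library on the clusters were chosen only after the result was seen.

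*Xist*, a transcript of female cells that the paper does not discuss, was a signal outside the genes that the paper analysed and stood far above the control library. It reached 703 CPM in the WMI library and 0.0870 in the control library. It was found in 4802 of 7571 WMI cells and 5 of 8755 control cells. Cells with at least 4 UMIs of *Xist* per 10000 UMIs made up 42.0% of the WMI library and numbered 1 in the control library. Y-linked transcripts were 0.279 times as frequent in these cells as in the other WMI cells (95% interval 0.265 to 0.294), at 81.4 against 292 CPM. Doublets or free RNA as the source of the whole split would need like levels in both, and this ratio argues against it. Cells with a UMI of both kinds were 0.892 times as frequent as independent draws would give, so that free RNA or doublets still blur single cells. The share of 42.0% against 1 control cell argues against both libraries coming from the hemispheres of the same mice. A candidate explanation is that the WMI library pooled mice of both sexes and the control library held male mice. The sex of the mice is then mixed with the treatment, and an exchanged or mislabelled sample was not tested.

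Cluster 24, named striatal neuron-like, was a cell class that the paper does not report for its cortex samples. It held 137 WMI cells (1.81%, 95% interval 1.52 to 2.14) and 0 control cells, which allows up to 0.0343%. It was led by *Rarb*, *Otof* and *Penk*, with *Adora2a* and *Drd2* among its 10 leading genes. Its median depth was 1.70 times that of its library and its median mitochondrial share was 0.501%. Among the WMI cells of 14 neuron-like clusters found in both libraries, each with at least 50 such cells, these were 1.60 to 2.54 times and 0.235% to 0.639%, and the mitochondrial share was lower in 12 of them than in cluster 24. Both values lie within these ranges, which argues against low depth or cell stress as its source. Only 2.92% of its cells were rich in *Xist*, against 25.5% to 53.3% in the other 25 clusters with at least 50 WMI cells. Striatal tissue from some of the mice in the WMI dissection is a candidate explanation. An effect of WMI itself stays open and was not tested.

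Cluster 5, which met no name, was also outside what the paper reports. It held 903 WMI cells (11.9%, 95% interval 11.2 to 12.7) and 16 control cells (0.183%, 0.104 to 0.297). It carried 7 microglial markers but was led by genes that include *Plin2*, *Gpnmb*, *Mrc1*, *Ms4a7* and *Cd300a*. Its median depth, 0.569 times that of its library, lay below the range of the microglia-like clusters (0.727 to 0.969). In WMI cells alone, its mitochondrial share of 0.495% was slightly above theirs (0.420% to 0.464%) and below the 0.987% of cluster 3. A myeloid response to WMI may account for the cluster, and so may a difference in the dissection or in the blood left in the tissue. The mitochondrial range of the microglia-like clusters rests on 2 clusters, the smaller with 29 WMI cells. The 0.495% lies within the 0.211% to 0.818% of the WMI cells of 28 other clusters. Stricter filters left out barcodes under 2000 UMIs or over 5% mitochondrial UMIs. Microglia-like cells were then 17.4% of WMI and 4.96% of control cells. This argues against low depth or stress as the whole source of the excess of cells with microglial markers. No cluster led by the genes of cluster 5 was found with these filters. At a resolution of 1.6, an unnamed cluster led by *F13a1*, *Plin2* and *Apobec1* held 14 control and 524 WMI cells. Its depth was 0.667 times that of its library, within the 0.354 to 0.969 times of the microglia-like clusters there. For cluster 5 alone, low depth and a myeloid state cannot be told apart. The overlap of the 2 clusters was not counted, and nearly all of these cells are from 1 library.

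*Spp1*, which the paper does not discuss, held 0 UMIs in control OPC-like and pre-OL-like cells and 65.8 CPM in those of the WMI library. In WMI excitatory neuron-like cells its level was 0.575 times that in OPC-like and pre-OL-like cells, and for *Selenop* this value was 0.470. Counted per cell, *Spp1* held 0.335 UMIs in OPC-like and pre-OL-like cells and 0.427 in excitatory neuron-like cells of the WMI library, and *Selenop* 0.253 and 0.264. Both genes were highest in cluster 5 among the classes compared in the WMI library, at 270.0 and 327 CPM, with 150.1 and 209 in microglia-like cells. These values are consistent with free RNA from myeloid cells in the WMI library, in which UMIs of a gene turn up in all cell classes. Whether OPC-like cells of the WMI library also express *Spp1* stays open.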

How the results depend on the processing

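Among the settings in this part, those that leave out clusters mostly of 1 library, keep cells with under 4 *Xist* UMIs per 10000, keep the cell-cycle genes, take stages from all cells, judge sub-clusters against the OL lineage or put the features in reverse order were chosen only after the result was seen. No paired analysis was possible because each condition had 1 library.

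Of the values of the leading results under the alternatives, 185 lay within the 95% interval of the value reported at the claim, 22 lay outside it without a change of sign and 1 reversed a difference whose interval excluded 0. Of those within the interval, 21 had another sign than the reported value, all for the S-phase, G2/M-phase, *Mbp*-positive and *Ednrb*-positive shares and the log2 ratio of *Ednrb* in OPC-like and pre-OL-like cells, whose intervals include 0. The OL-lineage share of all cells stayed between 6.03 and 7.25 percentage points higher in the WMI library in the alternatives listed beforehand, and was 7.69 points higher without the clusters mostly of 1 library. The pre-OL-like share stayed between 17.2 and 20.5 points higher, the mature OL-like share between -14.0 and -10.8 points and the OPC-like share between -7.90 and -5.37 points in every alternative run on them. Judging sub-clusters against the other OL sub-clusters changed no stage. Putting the features in reverse order changes only rounding and gave 34 clusters, with a neuron-like difference of -35.1 points and an OPC-like one of -6.99.

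The neuron-like share moved from -35.0 points to -17.5 with looser filters, -25.4 with stricter filters, -37.3 without integration, -36.6 with the reported genes kept as features, -28.6 in male cells, -10.1 without the clusters mostly of 1 library and -30.6 in cells with under 4 *Xist* UMIs. Its sign held throughout. With looser filters, a cluster of 1907 control and 39 WMI cells with 5 neuronal markers stayed unnamed for its low depth, and counting it as neuron-like gives -37.2 points. The *Rbfox3*-positive difference was -3.46 points without thinning, -3.31 with at least 2 UMIs, -7.81 without the clusters mostly of 1 library and -3.69 in cells with under 4 *Xist* UMIs. The *Sox10*-positive difference was 2.60 points without thinning, 1.32 at 2000 UMIs and 1.29 in male cells. Thinning to 2000 UMIs left out 750 control and 791 WMI cells. The cause of the other shifts was not tested.

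In OL-lineage cells, the *Nkx2-2*-positive difference rose to 14.7 points without thinning, 9.08 at 2000 UMIs, 8.49 with at least 2 UMIs and 5.98 in male cells. The *Mbp*-positive difference was 6.24 points without thinning, with an interval above 0. The G2/M-phase difference was 5.72 points in male cells. The *Pdgfra*-positive difference reversed to 0.359 points with *Pdgfa*, a different gene. Without thinning a cell can only gain positive genes, so that shares and their differences are on another scale. The cause of these shifts was not tested. The *Ednrb*-positive difference ranged from -2.53 to 1.11 points and the S-phase difference from -0.956 to 4.58 points, and neither has a fixed sign.

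The log2 ratio of *Ednrb* in OPC-like and pre-OL-like cells moved from 0.0038 to 0.30 with equal stage shares, because the WMI library holds more pre-OL-like cells, where *Ednrb* is low. Within OPC-like cells it ranged from 0.24 to 0.39. The log2 ratio of *Mbp*, 0.41 (95% interval 0.34 to 0.48) in OPC-like and pre-OL-like cells, reversed to -0.47 with mature OL-like cells included, which are fewer in the WMI library, and to -0.13 with equal stage shares. In male cells the ratios of 3 of the 4 Y-linked genes reversed, to 0.017 for *Eif2s3y*, 0.14 for *Kdm5d* and 0.074 for *Uty*, and in cells with under 4 *Xist* UMIs to 0.079 for *Kdm5d* and 0.11 for *Uty*. *Ddx3y* kept its sign, at -0.20 and -0.30. Both settings remove the cells rich in *Xist*. Keeping only female cells gave no value, since the control library had none. Of the 5 genes with the highest ratios, between 1 and 5 stayed among the 5 highest across the alternatives, and of the 5 lowest between 0 and 5.

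The depth limits the results on *Ednrb*. Thinned to 1000 UMIs, OPC-like cells held 42 and 53 UMIs of it, and a log2 ratio as small as 0.34 cannot be seen at that depth.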

Differences from the paper's values

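In this part, no test was chosen after the result was seen, while the alternatives that keep cells with under 4 *Xist* UMIs per 10000, take stages from the clustering of all cells or put the features in reverse order were. Of 52 values that the paper states or shows and that are also reported here, 20 differ and 32 do not. The paper's percentages come without an error. A share was taken to differ when the paper's value lay outside the 95% interval of the share here and the larger was more than 1.5 times the smaller. The paper's cells number 7307 and 6775, against 8755 and 7571 here, and its clusters were named by the authors. The names of clusters were rebuilt here, so that a difference from the paper may come from the names. With the clustering and the filters varied, the difference in the pre-OL-like share ranged from 17.2 to 20.5 percentage points.

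The paper reports 19 clusters, against 33 here. Of the alternatives set before the data were examined, the resolution of 0.4 (26 clusters) came within 1.5 times of the paper's number, and the other filters, doublets kept, no integration, a resolution of 1.6, reported genes kept as features and male cells only did not.

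For *Sox10*-positive cells the paper reports 8.8% of 7307 control cells and 10.0% of 6775 WMI cells, against 2.22% of 8755 and 2.85% of 7571 here. For *Neun*-positive cells the paper reports 74.5% and 70.5%, against 28.0% and 22.8% here. Without thinning, the values here were 7.33% and 9.93% for *Sox10* and 63.8% and 60.4% for *Rbfox3*, within 1.5 times of the paper's. None of the other alternatives set before the data were examined closed these gaps.

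For *Nkx2.2*-positive OL cells the paper reports 57.4% (control) and 55.4% (WMI), against 4.06% and 7.27% here. No alternative set before the data were examined closed the gap, and the closest, without thinning, gave 15.3% and 30.0%. For *Pdgfα*-positive OL cells the paper reports 57.1% and 63.4%, against 21.9% and 17.1% here. Without thinning these were 52.2% and 44.5%, within 1.5 times of the paper's, and the other alternatives did not come that close. For *Mbp*-positive OL cells the paper reports 13.5% and 5.3%, against 37.6% and 38.5% here, and no alternative closed the gap. Here these shares were taken over 567 control and 990 WMI OL-lineage cells, and the paper's text does not give its denominators.

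For pre-OLs in the WMI group the paper reports 30.4%, against 45.7% here. Stricter filters (44.1%), doublets kept (45.1%), no integration (43.5%), a resolution of 1.6 (45.4%) and reported genes kept as features (44.9%) were within 1.5 times of the paper's value. Looser filters (45.8%), a resolution of 0.4 (47.5%) and male cells only (46.4%) were not. Features in reverse order (45.6%), stages from the clustering of all cells (43.8%) and cells with under 4 *Xist* UMIs per 10000 (45.1%), all chosen after seeing the values, were within it too.

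For *Ednrb*-positive OL cells of the WMI group the paper shows about 9.5% in Fig. 2F, read by eye, against 6.16% of 990 OL-lineage cells here. Stricter filters (6.53%), thinning to 2000 UMIs (11.6%) and positivity at 2 or more UMIs (7.07%) were within 1.5 times of it, as were cells with under 4 *Xist* UMIs per 10000 (6.55%), chosen after seeing the values. The other alternatives set before the data were examined were not, among them no thinning (23.2%). For the log2 ratio of *Ednrb* the paper shows about 0.6 in Fig. 2C, read by eye, against 0.0038 here. None of the alternatives set before the data were examined closed the gap, and equal stage shares (0.30) came closest.

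By stage, the paper reports that 20% of *Nkx2.2*-positive control cells were pre-OLs and 28% mature OLs, against 52.2% and 0% of 23 cells here, where a count of 0 allows up to 13.0%. No alternative set before the data were examined closed these gaps. Without thinning the values were 54.0% and 5.75% of 87 cells. For *Mbp*-positive control cells the paper reports 36% OPCs and 28% mature OLs, against 13.1% and 42.7% of 213 cells here. For *Mbp*-positive WMI cells the paper reports 31% OPCs and 7% mature OLs, against 13.6% and 11.3% of 381 cells. Without thinning, these were 33.4% and 27.9% in the control library and 30.0% and 6.81% in the WMI library, within 1.5 times of the paper's. For the OPC shares no other alternative came that close. For mature OLs, thinning to 2000 UMIs (37.3% and 9.13%) and positivity at 2 or more UMIs (40.3% and 10.3%) did in both libraries, and looser and stricter filters did in the control library (both 41.8%). With male cells only, the WMI share (11.0% of 100 cells) was more than 1.5 times the paper's, with an interval that includes it.

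Some directions in the paper also differ from those here. The paper gives a higher percentage of OPCs in the WMI group, whereas the difference here was -7.50 percentage points of OL-lineage cells. Its text also gives higher numbers of OPCs. As a share of all cells, OPC-like cells were higher here too, at 3.72% and 6.68%, a difference of 2.96 points (2.27 to 3.66). The paper gives a higher percentage of *Pdgfα*-positive OL cells, against -4.80 points for *Pdgfra*. For *Nkx2.2* its text gives more positive cells and its legend a lower percentage, against 3.22 points here. It gives fewer *Mbp*-positive cells, and the thinned shares here were 0.919 points apart with an interval around 0, while the level of *Mbp* in OL-lineage cells fell by 0.47 on the log2 scale. For *Ednrb* its text gives more positive cells, and their number was also higher here (42 and 61 after thinning, 139 and 230 without). These came from 567 control and 990 WMI OL-lineage cells. Fig. 2F, read by eye, shows a higher share, against -1.25 points here with an interval around 0. The paper gives a higher *Pdgfα* intensity in WMI OPCs, against a log2 ratio of -0.13. In Figure 2E it shows *Grid1* and *Ednrb* higher in WMI OLs, against log2 ratios of -0.033 and 0.0038 with intervals around 0, and *Calcrl* and *Ghr* lower, where the intervals here also include 0.

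On the markers of the stages the paper gives different pairs in different sentences. Where it names the stages, it takes *Pdgfα* for OPCs, *Nkx2.2* for pre-OLs and *Mbp* for mature OLs, and in a later sentence it pairs OPCs with *Nkx2.2*, pre-OLs with *Mbp* and mature OLs with *Pdgfα*. Here *Pdgfra* was highest in OPC-like cells (476 and 436 CPM), *Nkx2-2* in pre-OL-like cells (75.3 and 172) and *Mbp* in mature OL-like cells (6929 and 7268). The paper gives about 200 genes up, 400 down and 20 stable, and no such count was made here.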

Other observations

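In this part, the tests of white matter, of matched depth and of cells poor in *Xist* on the mature OL share were chosen only after the result was seen. So were those of free RNA on *Ednrb*, of the parts of cluster 3 and of mitochondrial shares within 1 library.

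The lower mature OL-like share in the WMI library was weighed against several technical explanations. Among OL-lineage cells matched on UMIs per cell (567 per library, median depths 5664 and 5586 UMIs) the difference was -10.1 percentage points (95% interval -13.8 to -6.34), which argues against lower depth as the whole cause. In male cells it was -14.0 points (-18.3 to -9.38). This rests on 477 control and 261 WMI OL-lineage cells, and whether a cell counts as male depends on its depth and on free *Xist*. In the WMI library, 3.89% (2.46 to 5.84) of the 565 OL-lineage cells poor in *Xist* were mature OL-like. The share was 16.0% in the control library, which argues against the sex of the cells as the whole cause. Striatal neuron-like cells were 1.81% of the WMI library and 0 in the control library, which argues against more striatum in the control dissection. It does not argue against more tissue from outside the cortex in the WMI dissection. Neuroblast-like cells were also 0.685% of control and 2.36% of WMI cells. Whether such tissue lowered the mature OL-like share of the WMI library was not tested. More white matter in the control dissection may also lower the WMI share, if white matter holds more mature OLs than the rest of the tissue. OL-lineage cells were 53.3% of the control and 60.7% of the WMI cells that were OL-lineage or astrocyte-like, a difference of 7.40 points (3.52 to 11.3). Because astrocyte-like and pre-OL-like cells can change with WMI themselves, an effect of white matter cannot be told apart from an effect of WMI. A block of maturation by WMI remains a hypothesis, with 1 library per condition.

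*Ednrb* was higher in OPC-like cells of the WMI library by a log2 ratio of 0.34 (95% interval 0.056 to 0.62), and this was weighed in the same way. The mix of stages alone would give -0.30 in OPC-like and pre-OL-like cells together and -0.10 in all OL-lineage cells. The mix would thus lower the ratio and does not produce a higher one. The interval within OPC-like cells includes 0 without integration (log2 ratio 0.24) and in male cells (0.38). In excitatory neuron-like cells, taken as a class that lacks it, *Ednrb* went from 0.0636 to 0.0851 UMIs per cell, and from 0.0716 to 0.0861 without cluster 2. With these UMIs per cell taken off as free RNA, the log2 ratio in OPC-like cells was 0.29 (-0.023 to 0.63), and 0.32 (-0.0057 to 0.66) with cluster 2 left out. These 2 intervals are percentiles of simulated Poisson counts. The ratio moved little from 0.34, but the intervals include 0, so that free RNA as the whole source is not excluded. In CPM, the log2 ratio was 0.68 (0.42 to 0.94) in astrocyte-like cells and 0.58 (-0.26 to 1.44) in microglia-like cells. At equal depth in OPC-like cells the log2 ratio was -0.27 (-0.88 to 0.35) at 1000 UMIs and 0.32 (-0.15 to 0.81) at 2000 UMIs. A difference in depth cannot be told apart from a rise of *Ednrb*, because too few UMIs are left after thinning. The differences between cell classes were not tested.

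Of the clusters mostly of 1 library, cluster 3 had a median mitochondrial share of 0.987% in its WMI cells, against 0.211% to 0.818% in the WMI cells of 28 other clusters, and 0.385 times the median depth of its library. It held 1022 WMI and 63 control cells and was a mixture. At a resolution of 1.6, 475 of its cells went to a cluster led by mitochondrial genes, with median values of 3.24% and 0.447 times, which is consistent with stressed or broken cells. Another 609 went to a microglia-like cluster led by genes that include *Spp1*, *Lyz2*, *Tyrobp* and *C1qa*, with 0.468% and 0.355 times. For these, low depth or stress and a myeloid state cannot be told apart, because their depth is low while their leading genes are myeloid. Cluster 2 had 0.395 times and cluster 0 had 0.657 times the median depth of its library, both below the 1.10 to 2.87 times of the 16 other neuron-like clusters. In control cells alone, the mitochondrial share of cluster 2 (0.278%) was above and that of cluster 0 (0.0332%) within the 0.0316% to 0.0886% of these clusters. No stress gene was among the leading genes of either. Cluster 0 was led by *Gm42418*, *Pcp4* and *Nefl*, with *CT010467.1*, *Ppia* and *Gapdh* among its 10 leading genes. Whether these genes reflect a technical origin was not tested. For both clusters, a state of neurons in the control library cannot be told apart from barcodes with little RNA of that library. Depth and mitochondrial share of cluster 2 go with the latter, and so do genes of the OL lineage. After thinning, 28.4% of its control cells held *Mbp*, 4.59% *Sox10*, 2.47% *Pdgfra* and 2.04% *Ednrb*. In the other excitatory neuron-like control cells these shares were 7.09%, 0.388%, 0.847% and 0.565%. The leading genes of cluster 2, none of them a stress gene, do not decide. Low depth alone, as in cluster 0, goes with either.

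*Ednrb* was also found in astrocyte-like cells, at 0.371 and 0.594 UMIs per cell in the control and the WMI library, above the excitatory neuron-like cells. *Edn1* (ENSMUSG00000021367), on chromosome 13 from 42301476 to 42307990, held 40 UMIs in all control cells and 30 in all WMI cells, of which 33 and 21 were in neuron-like cells. Neuron-like cells were also 80.7% of control and 45.6% of WMI cells. Endothelial-like cells, of which there were 20 and 14, held 0 and 5 UMIs, the latter 80.2 CPM (95% interval 26.0 to 187) and the highest value of any class, while the interval of the control library reaches 47.5 CPM. Microglia-like cells held 2.88 (0.783 to 7.36) and 1.71 (0.207 to 6.16) CPM. The level in inhibitory neuron-like cells was 2.10 CPM (1.01 to 3.86) in the control library and 2.75 (1.32 to 5.05) in the WMI library, and that in excitatory neuron-like cells was 0.413 (0.226 to 0.692) and 0.300 (0.121 to 0.618). OPC-like and pre-OL-like cells held 1 and 0 UMIs.

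Within the WMI library, cells rich in *Xist* and the other cells had like stage shares. OPC-like cells made up 48.7% and 51.0% of their OL-lineage cells, pre-OL-like cells 46.4% and 45.1% and mature OL-like cells 4.94% and 3.89%. Astrocyte-like cells made up 5.67% of control and 8.45% of WMI cells. Microglia-like cells made up 4.84% of control and 3.86% of WMI cells, but this share has no stable value in the WMI library. Across the alternatives it went from 3.75% with the features in reverse order to 24.95% with the reported genes kept as features, against 5.05% of control cells in the latter, because cells with microglial markers pass between microglia-like and unnamed clusters. It was higher in the WMI library in 8 of 9 alternatives. Median mitochondrial shares before filtering were 0.0696% and 0.472%, and whether the libraries hold cells or nuclei was not tested.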
